# Transposable elements are regulated by context-specific patterns of chromatin marks in mouse embryonic stem cells

**DOI:** 10.1038/s41467-018-08006-y

**Published:** 2019-01-03

**Authors:** Jiangping He, Xiuling Fu, Meng Zhang, Fangfang He, Wenjuan Li, Mazid Md. Abdul, Jianguo Zhou, Li Sun, Chen Chang, Yuhao Li, He Liu, Kaixin Wu, Isaac A. Babarinde, Qiang Zhuang, Yuin-Han Loh, Jiekai Chen, Miguel A. Esteban, Andrew P. Hutchins

## Abstract

The majority of mammalian genomes are devoted to transposable elements (TEs). Whilst TEs are increasingly recognized for their important biological functions, they are a potential danger to genomic stability and are carefully regulated by the epigenetic system. However, the full complexity of this regulatory system is not understood. Here, using mouse embryonic stem cells, we show that TEs are suppressed by heterochromatic marks like H3K9me3, and are also labelled by all major types of chromatin modification in complex patterns, including bivalent activatory and repressive marks. We identified 29 epigenetic modifiers that significantly deregulated at least one type of TE. The loss of *Setdb1*, *Ncor2*, *Rnf2*, *Kat5*, *Prmt5*, *Uhrf1*, and *Rrp8* caused widespread changes in TE expression and chromatin accessibility. These effects were context-specific, with different chromatin modifiers regulating the expression and chromatin accessibility of specific subsets of TEs. Our work reveals the complex patterns of epigenetic regulation of TEs.

## Abstract (web summary)

Transposable elements (TEs) fulfill essential but poorly understood roles in genome organization and gene expression control. Here the authors show that the regulation of TEs occurs through overlapping epigenetic mechanisms that control the expression and chromatin signatures at TEs.

## Introduction

The modification of histones is an elaborate system to regulate gene expression, and provides an epigenetic landscape for the cell-type-specific interpretation of the genome. Yet, the major class of genomic elements in the cellular genome are not genes, but transposable elements (TEs), including endogenous retroviruses (ERVs)^1^. TEs were originally thought of as genetic parasites with roles in human disease^2^, but TEs are now understood to contribute to normal biological processes^3^. There are many examples of exapted TEs that have become host cell genes, such as the RAG enzymes which are essential for antibody and T cell receptor recombination, or the Syncytin genes which are involved in placental development^3,4^. TEs can be transcribed to produce RNA, and have contributed to the evolution of long non-coding RNAs, microRNAs, and circular RNAs^5^. In addition, TEs often mimic host cell functions by incorporating cis-regulatory elements^6^, which can recruit transcription factors (TFs) to promote TE activity. This was initially observed for the TF repressor REST^7^, but has since been observed for a wide-range of TFs^8–10^. TEs copy themselves in the genome and are co-opted to form new regulatory elements^1,11,12^, and contribute to the rewiring of gene regulatory networks^6^. However, much of this data on exaptation of TEs is derived from genomic data and there is argument over how much is functional^6^.

TEs/ERVs are silenced by a range of molecular mechanisms, including heterochromatin formation^13–15^, mRNA editing^16^, and DNA methylation^17^. DNA methylation is thought to be the dominant suppressive mechanism in somatic tissues^17^. However, DNA is globally demethylated during early embryonic development, and TEs are released from repression in a controlled, stage-specific manner^18,19^. The TEs are then free to compete with the epigenetic suppression mechanisms to duplicate themselves and enter the germ line^20^. Consequently, there is a delicate balance between the beneficial effects of TEs, and their deleterious effects on genome integrity^6,21,22^.

TEs are suppressed in embryonic cells in a process that is well described for ERVs. Zinc-finger proteins (ZFPs) bind to specific sequences in ERVs^23^, recruit the adaptor protein TRIM28/KAP1, and the histone H3K9me3 methyltransferase SETDB1 to silence TEs^13,24–28^. In addition to H3K9me3, there are other modes of epigenetic suppression of TEs^29^, such as the methylation of H4K20me3^30^, H3K27me3^31^, and H4R3me2^20^, the biotinylation and sumoylation of H2A, H3, and H4 histones^32,33^, and the deposition of the histone variant H3.3^34^. It is clear that the epigenetic system is regulating TEs^4,29,35–38^, however, there are at least 1100 distinct types of TE, comprising millions of genomic copies, for which the epigenetic regulation is unclear.

Here, we reveal that TEs are marked by chromatin modifications in complex patterns. Of the 32 chromatin marks we explored, 22 were enriched on at least one TE type. We find evidence not only of repressive marks, but widespread marking of TEs by activatory marks, including bivalent marking of TEs by repressive H3K9me3, and activatory H3K27ac chromatin marks. When we knocked down a panel of chromatin regulators, 29 of 41 led to the deregulation of expression of at least one type of TE. The loss of *Setdb1*, *Ncor2*, *Rnf2*, *Kat5*, *Prmt5*, *Uhrf1*, and *Rrp8* led to widespread changes in the expression of TEs, and a corresponding change in chromatin accessibility. Finally, we explore the consequences of these observations by showing that the loss of chromatin modifiers induces a gene expression program similar to totipotent 2 cell (2C) embryos, characterized by the upregulation of MERVL TEs and 2C-specific genes. Overall, our data suggests that the chromatin modifying system manages the expression of TEs by context-specific deposition of chromatin marks that regulate the chromatin state and expression level of TEs.

## Results

### TEs are marked by overlapping patterns of chromatin marks

To explore the chromatin code for the suppression of TEs, we uniformly reanalyzed mouse ESC ChIP/epigenetic-seq data for 32 chromatin marks, including histone methylation, acetylation, ubiquitination, and variant histones, along with DNA 5-methylcytosine (5mC), 5-hydroxymethylcytosine (5hmC), and Assay for Transposase-Accessible Chromatin (ATAC)-seq (Supplementary Data 1). Data was quality controlled by removing poorly correlating biological replicates (See Methods and Supplementary Figure 1a). A concern in the analysis of repeats is the use of multimapped reads. In our analysis, for multimapped reads only the highest scoring alignment was kept, and was randomly assigned to a TE copy. To reduce bias due to random distribution of reads across TE copies we considered TEs as metagenes that describe the entire set of TE copies across the genome. Below, we show some example genomic views, but it should be kept in mind that the analysis of individual TE copies can be ambiguous.

The ChIP-seq data comes from serum + LIF grown ESCs, which have relatively high levels of DNA methylation, particularly at Intracisternal A-particle (IAP) TEs^38–40^. However, many TEs have demethylated DNA, and ESCs use DNA methylation-independent mechanisms to suppress TEs. Knockout of all three DNA methyltransferases led to upregulation of mostly IAP-family TEs only^40^, and this upregulation is rapidly compensated for by small RNA and polycomb-mediated repression^38,40^. Indeed, only 65/679 TE types had >2-fold enrichment of 5mC DNA methylation, and most of the methylated TEs were IAP or IAP LTRs (Long terminal-repeats), and a mixture of other ERVs, for example, BGLII_Mus (Fig. 1a, b, Supplementary Figure 1b and Supplementary Data 2).

**Fig. 1:**
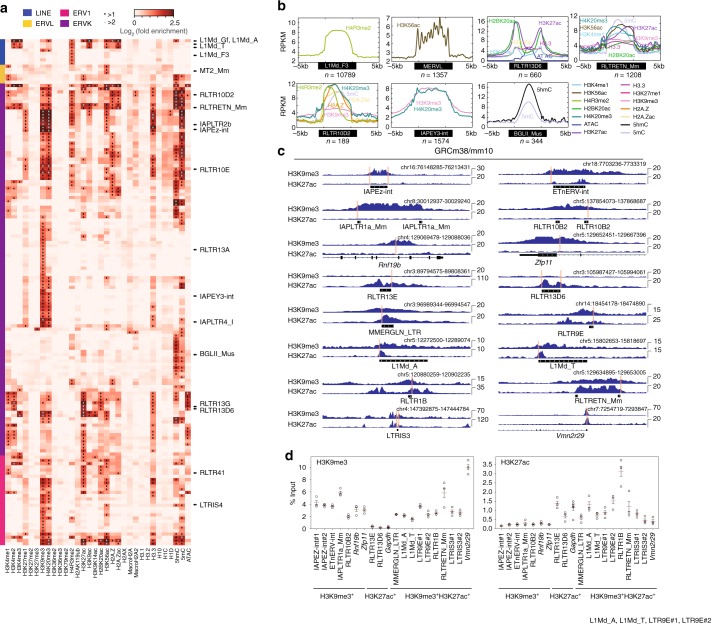
TEs are marked by TE-type-specific epigenetic signatures. **a** Heatmap of 32 chromatin marks in normal serum-grown ESCs and their fold-enrichment at the indicated TE types. The RPKM (reads per kilobase of TE per million library sequence reads) was measured for all copies of that TE type, and each TE type was treated as a metagene. Fold-enrichment over background was calculated by measuring the RPKM for each TE type, taking the maximum binned value, and comparing this to size matched, randomly selected genomic regions. A chromatin mark was considered enriched if it was > 2-fold enriched (marked with an asterisk). Those TE types > 4 fold-enriched are indicated with a cyan asterisk. See Supplementary Data 1 for detailed sample information. The full heatmap and table for all TE types is in Supplementary Figure 1b and Supplementary Data 2. **b** Read count tag density pileups (In RPKM) of the indicated chromatin marks for the selected TEs. The TEs were scaled to the same size, and the flanking 5 kb regions are shown. *n* = indicates the number of TEs used in that pileup, for this and all subsequent pileup figures. **c**, **d** Native-ChIP-qPCR using antibodies against H3K27ac and H3K9me3 for selected TEs, measured as percent of input. The location of the primer pairs are indicated with red lines in the genomic views in (**c**). See Supplementary Data 7 for the primer pair sequences. Genomic locations are from the mm10 mouse assembly, for this and all other genomic figures. The scale of the profiles ranges from a baseline of 0 up to the indicated value, in normalized arbitrary units, for this and all subsequent genome views. Native-ChIP-qPCR (**d**) was performed three times in biological replicate each with three technical replicates, the open circles indicate the mean of the technical replicates, the red bar is the mean of the biological replicates, and the error bars are the standard error of the mean. Source data are provided as a Source Data file

The second major mechanism for the regulation of TEs in ESCs is the formation of heterochromatin, mediated by H3K9me3 and H4K20me3^14,41,42^. We found that 87/679 TE types were > 2-fold-enriched with H3K9me3, and 72/679 were marked by H4K20me3. H3K9me3 and H4K20me3 tended to co-occur, and they both marked 58/679 TE types (Supplementary Data 2). Examples are shown for the ERVK IAPLTR4_I, and IAPEY-int which were enriched for H3K9me3 and H4K20me3 (Fig. 1a, b).

Of the remaining TEs, some had simple patterns of chromatin modifications, such as MERVL TEs that were enriched only for H3K56ac (Fig. 1b). In total 41/679 TE types were enriched with a single chromatin mark (Supplementary Data 2). The most common pattern was for multiple chromatin marks on the TEs, as 117/679 had 2 or more chromatin marks, and, at a relaxed enrichment threshold of >1.5 fold, 198/679 TE types were enriched with at least 2 chromatin marks (Supplementary Data 2). Examples include RLTRETN_Mm, which was enriched for 14 of the 32 chromatin marks we profiled (Fig. 1a, b). Interestingly, TEs were marked by chromatin patterns associated with other genomic features. Many TEs were enriched with chromatin marks indicative of enhancers, such as H3K4me1 which marked 23/679 TE types. For example, a 3.0 fold-enrichment of H3K4me1 was found on the ERVK RLTR9D2 (Supplementary Data 2). The promoter mark H3K4me3 was enriched at 14/679 TEs, including the LINE (long interspersed nuclear element) L1Md_Gf (7.2-fold-enriched), and the ERVK RLTRETN_Mm (2.9 fold-enriched) (Fig. 1a, b and Supplementary Data 2). ERVKs/ERV1s were enriched with activatory chromatin marks, including histone acetylations, such as H3K27ac (RLTR13G >6.2-fold-enriched) and H2B120ac (MMERGLN_LTR >4.6 fold-enriched) (Fig. 1a, c). In total 75/679 TE types were marked by one or more acetylated histone mark and 42/679 by H3K27ac. To gain a global view of TE chromatin, we clustered the patterns of chromatin marks on TEs (Supplementary Figure 1c). We could identify 6 major clusters of chromatin marks, including: a heterochromatic-cluster (H4K20me3, H3K9me3, H3.3), a H4Rme2-cluster (H4R3me2, 5mC, H1D, H1C), a transcriptional elongation-cluster (H3K36me3, H3K36me2), a variant/histone-polycomb-cluster (H3K27me3, H3K27me2, H3.1 and H3.2), a promoter-cluster (H3K4me3, H3K9ac), and an enhancer-like cluster (H3K4me1, H3K27ac, ATAC, H2BK20ac) (Supplementary Figure 1c). Overall, of the 32 chromatin marks we analyzed 22 were enriched >2 fold on at least one TE type, and 27 were enriched >1.5 fold (Supplementary Data 2), indicating broad and complex patterns of chromatin marks on TEs.

LINE elements are a special case as they occupy 18% of the mouse genome^4^, and are increasingly recognized for their important roles in embryogenesis and chromatin organization^14,43,44^. The analysis of LINE TEs suggests that they are mainly enriched with H4R3me2 (Fig. 1a and Supplementary Data 3). However, LINEs can be divided into longer near-intact elements and shorter truncated versions. We split the LINE1 elements into long (>5 kb) and short (<5 kb), and measured the chromatin mark enrichment at the two classes of LINEs. Whilst both long and short LINEs were enriched for H4R3me2, the long LINEs were enriched for 15/32 chromatin marks (Supplementary Figure 1d). This included chromatin marks representing many genomic elements, including enhancers (H3K4me1, H3K27ac), promoters (H3K4me3), activatory regions (acetylated histones), DNA methylation (5mC and 5hmC), and heterochromatin (H3K9me3, H4K20me3). The chromatin marks tended to be located at the 5′ end of the LINEs (Supplementary Figure 1e). The chromatin at LINEs nonetheless remains difficult to analyze as LINEs occupy so much of the mouse genome. They are frequently close to other regulatory elements, and this can bias the chromatin patterns. Nonetheless, the pattern of chromatin marks on LINEs is complex, and highlights their roles in recruiting TFs^10^, in chromatin organization^43^, and cell type control^44^.

We noticed that many TE types had both an activatory and a repressive chromatin mark. For example, 16/679 TE types had both H3K9me3 and H3K27ac (Supplementary Data 2). One explanation for the overlapping patterns of activatory and repressive chromatin marks is that individual TE copies have discreet chromatin marks. However, genome views and pileup heatmaps suggested that the chromatin marks were simultaneously marking the TE copies (Supplementary Figure 1f, g). These observations come with two important caveats. The first is that the ChIP-seq data was generated from pooled cells, and the marks could separately label different cells. The second caveat is related to uncertainty in mapping reads to specific TE copies due to the repetitive nature to TEs. To address the latter issue, we performed native-ChIP-qPCR for a selection of TEs, using primer pairs that amplified unique regions of the genome close to the TEs (Fig. 1c). As controls, we used primer pairs for IAPEZ-int, ETnERV-int, IAPLTR1a_Mm and RLTR10B2 (marked only by H3K9me3), and RLTR13E and RLTR13D6 (marked only by H3K27ac). In agreement with the genomic views, the TEs, L1Md_A/T, LTR9E, RLTR1B, RLTRETN_Mm, and LTRIS3, were indeed enriched for both H3K9me3 and H3K27ac, as measured by native-ChIP-qPCR (Fig. 1d). Overall, the native-ChIP-qPCR results closely matched the genome views (Fig. 1c), and indicated that, at least for this limited set of TEs, they are marked by both activatory and repressive chromatin marks.

### Chromatin modifiers are recruited to TEs

TEs can function as regulatory elements, recruiting TFs and chromatin modifiers (CMs)^3,9,45^. To explore the role of CMs in depositing chromatin marks at TEs we collected 91 publically available ChIP-seq datasets for CMs in ESCs (Supplementary Data 1 and 3). In agreement with the patterns of chromatin marks at TEs, CMs were also bound to TEs in specific patterns (Fig. 2a). All 91 CMs were enriched >2 fold on at least 1 TE type, and 174/691 TE types were enriched with at least 1 CM, and of those, 134/174 were enriched with 2 or more CMs (Supplementary Data 3), for example RLTR46, which was bound by HCFC1, KANSL3, CHD8, and YY1 (Supplementary Figure 2a). TEs often contain DNA-binding motifs for TFs^8^, which can recruit CMs. To explore the TF binding motifs inside TEs, we performed de novo motif discovery. TEs were rich in DNA-binding motifs (Supplementary Figure 2b), and most types of DNA-binding motif are represented. We noticed that the YY1 and REST motifs were enriched in our analysis. The YY1 motif was enriched at LINE, IAP, and MERVL TEs, as previously reported^46^, and ChIP-seq data for YY1 showed that YY1 was bound to IAPLTR2b (Supplementary Figure 2c). The REST motif was identified as enriched in RMER21A TEs, and ChIP-seq data indicated REST was binding to RMER21A (Supplementary Figure 2c). One motif that interested us was the NR5A2 motif, which was in almost all copies of RLTR13B2 (Supplementary Figure 2d). NR5A2 is interesting as it can reprogram primed EpiSCs to naive ESCs^47^. ChIP-seq data indicated that NR5A2 was bound to RLTR13B2 TEs (Supplementary Figure 2e), and RLTR13B2 was marked by a pattern of chromatin marks reminiscent of enhancers (H3K27ac, H3K4me1, and other activatory marks) (Supplementary Figure 2f). In addition to NR5A2 binding, there was a range of CMs bound, including mediator complex proteins, MED1, MED12, and NIPBL, and several co-activator/repressor complex proteins, including ASH2L, BRD4, HDAC1/2, KDM1A, P300, and SMARCA4 (Supplementary Figure 2g). Importantly, RNA-seq and ATAC-seq data indicated that *Nr5a2* and RLTR13B2 were specifically expressed in naive ESCs, and that the RLTR13B2 TEs had open chromatin only in the naive ESCs (Supplementary Figure 2h, i). This analysis suggests that RLTR13B2 is under the epigenetic control of NR5A2, and may be acting as a cis-regulatory element for NR5A2. These results highlight the interactions between TEs, TFs, and CMs.

**Fig. 2:**
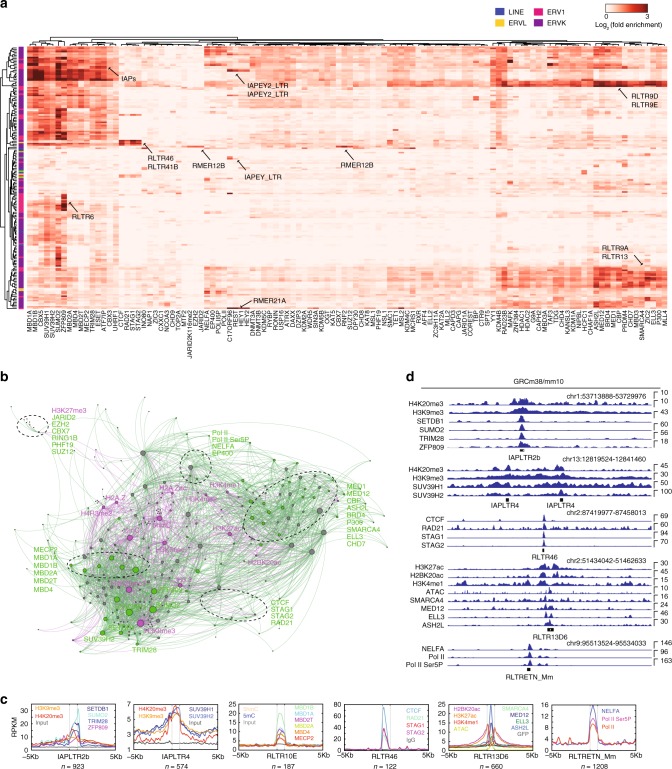
TEs are marked by type-specific patterns of chromatin modifiers. **a** The fold-enrichment of CMs bound to TEs was measured, as in Fig. 1a. The data were hierarchically clustered and selected TE types are indicated. The full table is in Supplementary Data 3. See Supplementary Data 1 for details of the samples used in this study. **b** Relational network for the chromatin marks (purple), the selected CMs (green), and TEs (gray). Edges were drawn between a chromatin mark and a TE, or a CM and a TE, if the chromatin mark or CM was enriched at least 2-fold. Node sizes are proportional to the network degree. Selected subgroups are indicated on the network. **c** Read count tag density pileups (In RPKM) of the indicated chromatin marks and CMs for the selected TEs. The TEs were scaled to the same size, and the flanking 5 kb regions are shown. The gray line indicates the input/IgG control. **d** Example genomic views for the indicated TEs, chromatin marks and CMs are indicated. Care should be taken in interpreting genomic views due to uncertainty in mapping reads to specific TE copies, this applies to all genome views in the manuscript

To interrogate the global arrangement of CMs, chromatin marks and TEs, we generated a relational network. Edges were drawn between the nodes (TEs/gray, chromatin marks/pink, or CM/green), if the chromatin mark or CM was enriched >2 fold on the TE type (Fig. 2b). One major group in the network was the IAP-family TEs which were marked by heterochromatic marks, such as H3K9me3, and H4K20me3^29,30^ and the CMs SETDB1, SUV39H1/2, TRIM28, and ZFP809 (Fig. 2b–d). Many of the IAPs also had methylated DNA^48,49^, and were bound by MBD-family proteins^50^ (Fig. 2a). The chromatin structural protein CTCF was bound to RLTR46 TEs^9^, along with its known protein partners RAD21, STAG1, and STAG2^51^ (Fig. 2c). We also observed other CMs enriched at RLTR46 TEs, including HCFC1, KANSL3, CHD8, and YY1 (Supplementary Figure 2a; Supplementary Data 3). The widespread binding of CMs to a TE is similar to the pattern observed for LINE L1s in human cancer cell lines, which are bound by a large number of TFs/CMs, including CTCF^10^. Interestingly, we did not observe CTCF bound to L1, in agreement with a previous report^9^, suggesting CTCF binding to L1 is species-specific.

Global co-correlation of the binding patterns of all CMs and chromatin marks on TEs revealed several clusters of co-occurring CMs/marks (Supplementary Figure 3). We annotated the clusters based on the function of known CM members. There were two supergroups which we designate the Heterochromatin group and the Active/Open group, supplemented by several smaller groups that were distinguished by known regulators/binders of TEs, such as DAXX^52^, REST^7^, or CTCF^9,10^. Amongst the Active/Open super-group were several subgroups which could be distinguished based upon their major members, such as the P300/mediator, or Pol II, along with groups that had patterns resembling enhancers (H3K4me1). One of the subgroups contained CHAF1A, a histone chaperone involved in depositing the variant histone H3.3, both of which have been implicated in TE control^24,34^. Finally, the Heterochromatin supergroup contained many factors specific for silencing, particularly SETDB1, MBD proteins and the chromatin marks H3K9me3 and H4K20me3. Overall, TEs were bound by a wide-range of CMs associated with both repressive and activatory chromatin (Fig. 2a, c, d and Supplementary Data 3), and these results demonstrate the interconnected binding patterns of the TEs by CMs through chromatin marks. However, although CMs bind promiscuously to TEs in a complex chromatin environment, it is unclear if they are directly regulating the expression and chromatin state of these TEs.

### Chromatin modifiers regulate type-specific TE expression

To explore how CMs control TE expression, we selected a panel of reader, writer, and eraser CMs^53^ (Supplementary Figure 4a) to knockdown, based on the clusters we detected in Fig. 2a, b and Supplementary Figure 3. As cells can compensate for the derepression of TEs by activating alternative suppressive mechanisms^38,40^, we chose to knockdown over a short time period of four days. This decision has two benefits. First, it allowed us to study those CMs that are lethal if knocked down for a prolonged time. Second, it should minimize changes in cell fate which would complicate the results, as the cells reconfigure their chromatin in response to differentiation. 

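The cells were mouse ESCs of the E14 line, grown in serum with LIF, the cytokine that keeps them pluripotent. They were infected with lentiviruses carrying a short hairpin RNA (shRNA) against 1 CM each, selected with puromycin and harvested on day 4. The control shRNA (shLuc) targets luciferase, a gene that mouse cells lack. RNA with a poly(A) tail was enriched and sequenced in 72 libraries, 69 from 41 knockdowns and 3 from shLuc. Of the knockdowns, 26 had 2 libraries, 14 had 1 and shNcor2 had 3. The legends call the libraries of 1 condition biological replicates, and the text does not say whether they came from separate infections. The p-values below measure only the spread between these libraries, which may be technical. The authors aligned the reads to the Ensembl mouse transcriptome with Bowtie2 2.2.5 and RSEM and normalized the libraries to one another with EDASeq. They deleted libraries that correlated poorly with their replicates. The deposited table holds these normalized values, rounded to whole numbers, for 18487 genes and for no TE. The normalization leaves almost the same total in each library, from 38379506 to 38428610 with a median of 38424705, so that the depth of a library cannot be read from it. The paper's Table S1d gives 40109138 to 66806916 reads per library with a median of 51629365. From the deposited values, each knockdown was compared with the 3 shLuc libraries by limma on log2(value + 1), in 1 fit over all 72 libraries with a mean per condition and 30 residual degrees of freedom. The fit took the 18210 genes with a value of at least 20 in at least 2 libraries. A gene was called raised or lowered at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The pseudocount of 1 makes the change of genes with low values look smaller. A knockdown with 1 library was assumed to vary like the replicated ones. Between 718 and 1960 genes per library are listed at 0, some of them at high values in other libraries. A gene listed at 0 in a library compared is therefore given by its value in each library, without a fold change.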

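Each of the 41 targeted genes was lower in its own knockdown than in shLuc, and in all 41 every knockdown library lay below every shLuc library. By chance alone this order arises for 25% of genes with 1 knockdown library, 10% with 2 and 5% with 3. The median log2 fold change of the target was -2.22, from -0.4 in shDzip3 to -5.44 in shSirt2, and 31 of the 41 targets were past the threshold. Mcrs1, a subunit of chromatin remodelling and acetyltransferase complexes, had a value of 308 ± 70.7 (SD, n = 2) in shMcrs1 and 3869 ± 680 (SD, n = 3) in shLuc. For Mcrs1 the log2 fold change was -3.65 (standard error 0.14, adjusted p = 4.23e-20 from limma). It lies on chromosome 15 of GRCm38 from 99242817 to 99251961 in the GENCODE M21 annotation. Chd4, the remodelling ATPase of the NuRD complex (chromosome 6, 125095981 to 125130591), was at 4258 ± 527 (SD, n = 2) against 19140 ± 3130 (SD, n = 3). For Chd4 the log2 fold change was -2.16 (standard error 0.33, adjusted p = 5.77e-05 from limma). Rnf2, the ubiquitin ligase of Polycomb repressive complex 1 (chromosome 1, 151458004 to 151500955), was at 352 ± 25.5 (SD, n = 2) against 2093 ± 871 (SD, n = 3). For Rnf2 the log2 fold change was -2.49 (adjusted p = 2.88e-05 from limma). Hdac5, a histone deacetylase (chromosome 11, 102194432 to 102230166), was at 478.5 ± 158 (SD, n = 2) against 2831 ± 574 (SD, n = 3). For Hdac5 the log2 fold change was -2.58 (adjusted p = 7.55e-13 from limma). Setdb1, a histone H3K9 methyltransferase (chromosome 3, 95323525 to 95357202), was at 1193 ± 107 (SD, n = 2) against 3775 ± 535 (SD, n = 3). For Setdb1 the log2 fold change was -1.65 (adjusted p = 4.37e-11 from limma). Brd7, a bromodomain protein of a SWI/SNF complex (chromosome 8, 88331039 to 88362194), had a value of 216 in its single library against 2573 ± 497 (SD, n = 3). For Brd7 the log2 fold change was -3.55 (adjusted p = 1.4e-12 from limma). A fit of only the 2 groups compared, with 3 residual degrees of freedom where the knockdown has 2 libraries, ends the call of nearly every gene named here and further on. Mcrs1 in shMcrs1 and Sycp2 are the exceptions.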

In total, we knocked down 41 CMs, and subjected them to RNA-seq. To rule out a change in cell fate we measured the expression of a panel of pluripotency and differentiation marker genes. Their expression indicated that most knockdowns had little influence on cell fate (Supplementary Figure 4b, c and Supplementary Data 4). 

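Pou5f1 (Oct4) and Nanog, transcription factors that hold the pluripotent state, were past the threshold in 0 of the 41 knockdowns by limma. At an unadjusted p under 0.05, Pou5f1 was lower in 3 knockdowns and higher in 0, and Nanog was higher in 4 and lower in 1. The log2 fold changes against shLuc ran from -0.46 to 0.15 for Pou5f1 and from -1.2 to 1.15 for Nanog. Of 24 pluripotency genes in a list fixed before the data were examined, at least 1 rose in 2 knockdowns and at least 1 fell in 4. The knockdown of Kdm1a (LSD1), a demethylase of histone H3K4, lowered 8 of the 24 (14 when adjusted over the list alone). The median log2 fold change of the list was -1.16 (adjusted p = 3.56e-12 over the 41 knockdowns from limma's camera, adjusted p = 0.0631 with an estimated correlation). Kdm1a itself (chromosome 4, 136550540 to 136602723) was at 1836 ± 964 (SD, n = 2) in this knockdown and 26310 ± 10400 (SD, n = 3) in shLuc. For Kdm1a the log2 fold change was -3.86 (adjusted p = 1.66e-08 from limma). Among the lowered genes, all named after their values were seen, Nr5a2, a nuclear receptor that activates Pou5f1, fell from 1341 ± 707 (SD, n = 3) to 235.5 ± 99.7 (SD, n = 2). For Nr5a2 the log2 fold change was -2.42 (standard error 0.34, adjusted p = 0.000152 from limma). Klf4, a factor of naive pluripotency, fell from 2075 ± 1080 (SD, n = 3) to 344 ± 290 (SD, n = 2). For Klf4 the log2 fold change was -2.75 (standard error 0.53, adjusted p = 0.00655 from limma, adjusted p = 0.0885 without shLuc replicate 3 and 0.351, at -1.77, without shKdm1a replicate 2).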

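Markers of differentiated cells, also in lists fixed in advance, changed as single genes in a few knockdowns. At least 1 gene of the 10 of the post-implantation epiblast was past the threshold upwards in 0 knockdowns and downwards in 2, of the 7 of neural ectoderm in 2 and 2, and of the 9 of mesoderm in 2 and 0. The same held upwards and downwards for the 14 of endoderm in 3 and 2 and for the 9 of trophectoderm in 0 and 1. For 23 germ cell genes these numbers were 2 upwards and 6 downwards, for 18 genes of blood and immune cells 2 and 6, and for 24 fibroblast genes 10 and 1. As groups, by limma's camera adjusted over the 41 knockdowns for each list, the pluripotency list was higher in 2 knockdowns and lower in 8, and the epiblast list was higher in 1 and lower in 3. Higher and lower in turn were the endoderm list in 4 and 3 knockdowns, the mesoderm list in 7 and 0, the germ cell list in 1 and 4, and the fibroblast list in 15 and 2. The knockdowns were put in 2 blocks, A and B, by the control column, Luc or Luc2, that precedes them in Supplementary Data 4. The paper does not name these blocks. The fibroblast list was higher in 7 and lower in 8 against the other knockdowns of the same block. It was higher and lower in 8 and 2 without shLuc replicate 2 and in 21 and 0 without shLuc replicate 3. The neural, trophectoderm and blood lists passed in 0. With an estimated correlation between genes, 0 of the 41 knockdowns passed in any of these 9 lists.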

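The first 3 principal components of the 72 libraries, from log2(value + 1) of the 18210 tested genes, held 19.05%, 7.011% and 4.554% of the variance. The 3 shLuc libraries were far apart on the first component, at 3.675, 84.08 and -31.1, and lay at 20.43, -23.87 and 1.979 on the second. The shMcrs1 libraries had the first-component values 160.7 and 125.9, beyond all shLuc libraries, and the shChd4 libraries had the second-component values 72.92 and 95.99, above all shLuc libraries. Of the 69 knockdown libraries, 32 lay outside the range of shLuc on the first component, 9 above and 23 below it, and 43 lay outside it on the second. By chance alone, a library lies below all 3 shLuc libraries in 25% of cases and above all 3 in 25%. The count on the first component therefore does not by itself show divergence. Across genes, which are not independent replicates, Pearson's r was 0.8897 to 0.9154 between shLuc libraries and 0.8897 to 0.9581, with a median of 0.933, between libraries of 1 condition. Between libraries of different conditions it was 0.7861 to 0.9595, with a median of 0.9135. The mean r of a knockdown library with the 3 shLuc libraries was 0.8691 to 0.9217, and it was below the lowest r between shLuc libraries in 4 of the 69.

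**Figure D1:**
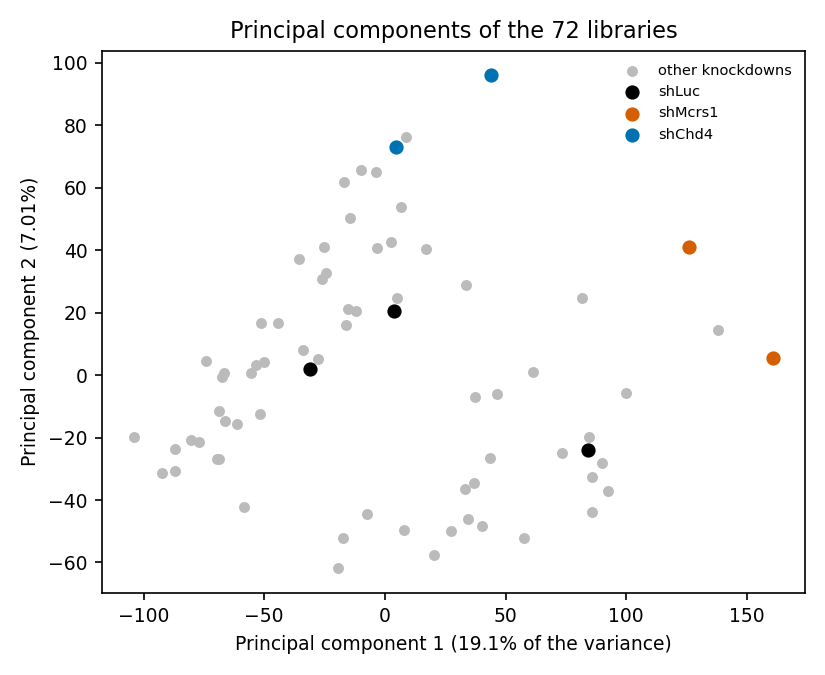
Each point is 1 of the 72 libraries at its values on principal component 1 (x axis) and principal component 2 (y axis), with shLuc in black, shMcrs1 in orange, shChd4 in blue and the other knockdowns in grey. The shLuc libraries reach from -31.1 to 84.08 on the x axis, the shMcrs1 libraries sit at 125.9 and 160.7, and the shChd4 libraries sit at 72.92 and 95.99 on the y axis, with shBahd1 replicate 2 between them at 76.11.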

Principal component analysis gave similar results, as the knockdown samples did not diverge from the control samples (Supplementary Figure 4d). Analyzing the number of differentially expressed genes came to a similar conclusion, as minimal numbers of genes were differentiated in each knockdown (Supplementary Figure 4e). 

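Mcrs1 and Chd4 were the knockdowns with the most changed genes. In shMcrs1, 805 genes were raised and 1423 lowered, 12.24% of the 18210 tested, and in shChd4 607 were raised and 824 lowered, 7.858%. The median over the 39 other knockdowns was 35 changed genes, from 1 in shSirt2 to 825 in shRnf2, and 26 of the 39 had fewer than 100. Besides shRnf2, only shBahd1 with 256 and shKdm1a with 210 were above 200. The counts depend on the control libraries: the median over the 39 knockdowns was 55 without shLuc replicate 1, 53 without replicate 2 and 14 without replicate 3. In shMcrs1 the raised genes numbered 446, 1399 and 423 without shLuc replicates 1, 2 and 3 and 447 without shMcrs1 replicate 2. The lowered genes numbered 913 without shLuc replicate 1. In shChd4, without replicate 1, 137 were raised and 404 lowered. Of the genes called in shMcrs1, 580 are listed at 0 in at least 1 of the libraries compared, and in shChd4 161 are. The paper reasons from the small numbers of differentially expressed genes, the marker genes and the principal components that most of the knockdowns had little influence on cell fate. For knockdowns it selected later, it also reports Western blots of OCT4 and NANOG as showing no differentiation.

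**Figure D2:**
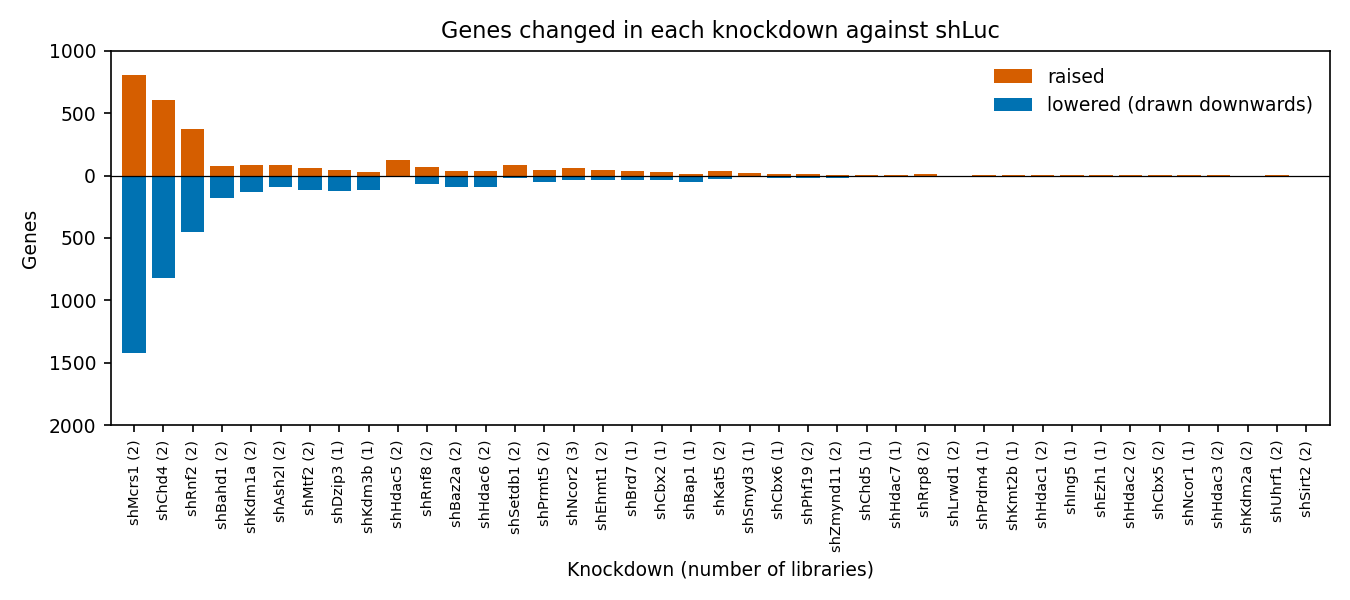
Bars give the number of genes raised (upwards, orange) and lowered (downwards, blue) in each of the 41 knockdowns against shLuc (y axis, genes, x axis, knockdown with its number of libraries). The bars of shMcrs1 (805 raised, 1423 lowered) and shChd4 (607 raised, 824 lowered) are the longest, and most of the others are under 100.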

There was, however, two notable exceptions. Knockdown of *Mcrs1* showed an upregulation of chromatin-related genes and a loss of germ cell character, and *Chd4*, which showed signs of differentiation towards the immune system (Supplementary Figure 4f). 

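In shMcrs1, most of the replication-dependent histone genes tested rose and some germ cell genes fell. Of 57 histone genes tested, 51 were raised and 0 lowered (54 and 0 when adjusted over the list alone), with a median log2 fold change of 3.34 (adjusted p = 4.68e-28 from limma's camera, adjusted p = 0.522 with an estimated correlation). Hist1h2bq (chromosome 13, 21806612 to 21810197) was at 1029 and 132 in the shMcrs1 libraries and at 6, 2 and 27 in shLuc. For Hist1h2bq the log2 fold change was 5.47 (standard error 0.94, adjusted p = 0.000145 from limma), and histone genes of this cluster are near-identical copies that may share reads. The median of the list was 2.13 without shMcrs1 replicate 1. Most histone mRNAs end without a poly(A) tail, and other RNAs without one rose too. Of 106 snRNA, snoRNA and rRNA genes, 80 were raised and 0 lowered, with a median log2 fold change of 4.47. Of the 106, 101 are listed at 0 in at least 1 library compared. The paper's Table S1d gives 65.88% and 81.25% of the reads of the shMcrs1 libraries as mapped to genes, against 87.04% to 95.08% in shLuc. It gives a median of 91.56% over the 70 libraries other than shMcrs1, 4 of which were below shMcrs1 replicate 2. Of 84 CM genes, a list that holds all 41 targets, 8 were lowered and 0 raised (9 and 0 when adjusted over the list alone), among them Mcrs1 itself. Of all 18210 tested genes 1423 were lowered, a share close to that of the CM genes. The DNA methyltransferase Dnmt3a fell from 3668 ± 1680 (SD, n = 3) to 863 ± 516 (SD, n = 2). For Dnmt3a the log2 fold change was -2.09 (standard error 0.42, adjusted p = 0.000846 from limma, 0.06, at -1.44, without shMcrs1 replicate 2). The median of this list was -0.33 (adjusted p = 0.00241 from camera, 0.764 with an estimated correlation, 0.311, with a median of -0.14, without shMcrs1 replicate 2, median -0.5 without replicate 1).

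**Figure D3:**
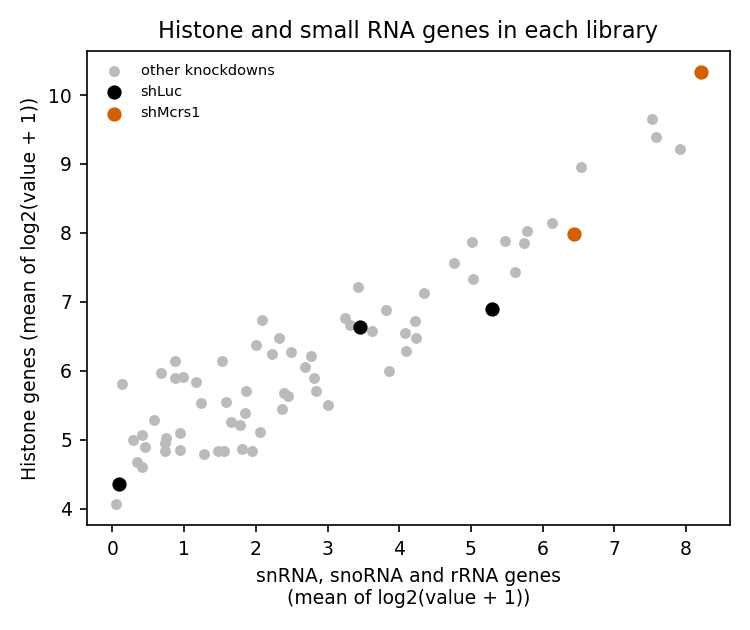
Each point is 1 of the 72 libraries, with the mean log2(value + 1) of the snRNA, snoRNA and rRNA genes on the x axis and that of the histone genes on the y axis; shLuc is black, shMcrs1 orange and the other knockdowns grey. The shMcrs1 libraries sit at 8.2 and 6.43 on the x axis and at 10.33 and 7.99 on the y axis, against 0.05 to 7.91 and 4.07 to 9.65 over the other libraries.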

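Of 23 germ cell genes, 8 were lowered in shMcrs1 and 0 raised (9 and 1 when adjusted over the list alone), with a median log2 fold change of -0.86 (adjusted p = 2.2e-07 from limma's camera, adjusted p = 0.198 with an estimated correlation, median -0.54 without shMcrs1 replicate 2). Sycp2, a component of the synaptonemal complex of meiosis (chromosome 2, 178345293 to 178407685), fell from 1070 ± 269 (SD, n = 3) in shLuc to 19 ± 8.49 (SD, n = 2). For Sycp2 the log2 fold change was -5.78 (standard error 0.24, adjusted p = 1.03e-18 from limma). Taf7l, a TFIID subunit of male germ cells, was at 36 and 0 in the shMcrs1 libraries and at 381, 118 and 112 in shLuc. Of 33 genes of the 2C embryo, 22 were lowered and 0 raised (25 and 0 when adjusted over the list alone), with a median of -3.23 (adjusted p = 1.12e-12 from camera, 0.708 with an estimated correlation). In a library compared, 23 of the 33 are listed at 0, and without these the median was -1.47 and the adjusted p 0.061. In shHdac5, against the same shLuc libraries, only 4 are listed at 0, so most of the 23 are at 0 in shMcrs1 itself. Leaving them out removes strongly lowered genes, so the smaller fall was set in advance and decides nothing. Of the 24 pluripotency genes, 5 were lowered and 1 raised (6 and 1 when adjusted over the list alone). The median was -0.67 (adjusted p = 0.00427 from camera, 0.95 with an estimated correlation, 0.0634 without shMcrs1 replicate 2 and 0.218 with the other knockdowns as reference, median -1.1 without shLuc replicate 2). Sox2 (chromosome 3, 34650405 to 34652461) fell from 8221 ± 5450 (SD, n = 3) to 2336 ± 586 (SD, n = 2). For Sox2 the log2 fold change was -1.6 (standard error 0.44, adjusted p = 0.0107 from limma, 0.0947 without shLuc replicate 3 and 0.116 without shMcrs1 replicate 2).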

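In shChd4, some genes of blood and immune cells rose, some genes of neural ectoderm fell, and genes of other cell types changed too. Of 18 blood and immune genes tested, 5 were raised and 1 lowered (8 and 2 when adjusted over the list alone). The median log2 fold change was 1.14 (adjusted p = 0.0148 from limma's camera, adjusted p = 0.247 with an estimated correlation). Adjusted over the 41 knockdowns for each list, neither this list (0.0957 from camera) nor the neural list below (0.208) passed. Lcp1, an actin-bundling protein of leukocytes (chromosome 14, 75131101 to 75230842), rose from 101 ± 45.5 (SD, n = 3) to 345 ± 19.8 (SD, n = 2). For Lcp1 the log2 fold change was 1.86 (standard error 0.39, adjusted p = 0.00168 from limma). Cd74, the invariant chain of MHC class II, rose from 176.3 ± 51.5 (SD, n = 3) to 650 ± 277 (SD, n = 2). For Cd74 the log2 fold change was 1.85 (adjusted p = 0.0108 from limma, 0.226, at 1.4, without shChd4 replicate 1 and 0.0515 without shLuc replicate 3). Spi1 (PU.1), a transcription factor of myeloid and B cells, rose from 22.33 ± 6.03 (SD, n = 3) to 91.5 ± 7.78 (SD, n = 2). For Spi1 the log2 fold change was 2.02 (standard error 0.59, adjusted p = 0.022 from limma, 0.076 without shLuc replicate 3, 0.169 without shChd4 replicate 1 and 0.0789 without replicate 2). The lowered member was Cd68, a macrophage glycoprotein named after its value was seen. For Cd68 the log2 fold change was -1.74 (adjusted p = 0.0329 from limma, 0.0836 without shLuc replicate 1 and 0.0542 without shLuc replicate 2). The call of Cd68 was also lost without shChd4 replicate 1, at -0.89, and against the other knockdowns of the block, at -0.69 (adjusted p = 0.279 from limma). Of 7 neural genes tested, Pax6, Sox1 and Neurod1 were lowered and 0 raised (3 and 0 when adjusted over the list alone), with a list median of -1.67 (adjusted p = 0.0446 from camera, 0.789 with an estimated correlation, 0.17, at -0.98, without shLuc replicate 3 and 0.146 without shChd4 replicate 2). Pax6, a master regulator of eye and neural progenitors, was at 7.5 ± 3.54 (SD, n = 2) against 84.67 ± 66.5 (SD, n = 3) in shLuc. For Pax6 the log2 fold change was -2.87 (adjusted p = 0.0146 from limma, 0.0885 without shLuc replicate 3 and 0.194 without shChd4 replicate 1). The call of Sox1 (-2.26, adjusted p = 0.0217 from limma) was lost without shLuc replicate 3 (0.169, at -1.41), without shChd4 replicate 1 (0.058) and without replicate 2 (0.203). That of Neurod1 (-1.67, adjusted p = 0.0338 from limma) was lost without shLuc replicate 3 (0.237, at -0.98) and against the other knockdowns of the block (0.084, at -1). It was also lost without shChd4 replicate 1 (at -1.44) and without replicate 2 (at -1.89). With the genes whose mean over all libraries is under 100 left out, the adjusted p was 0.322 for the blood list and 0.544 for the neural list. Of the 23 germ cell genes 6 were raised and 1 lowered in shChd4 (6 and 1 when adjusted over the list alone), and of the 24 fibroblast genes 3 and 0 (3 and 0). These lists did not pass as groups (medians 0.33 and 0.37, adjusted p = 0.53 and 0.0818 from camera), nor did the trophectoderm list (median 1.02, adjusted p = 0.283).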

We include *Chd4* and *Mcrs1* in the analysis below, but it should be noted that these two knockdowns are differentiating, and interpretation of their effect on TEs is complicated. 

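Among the 39 knockdowns other than shMcrs1 and shChd4, shRnf2 raised some developmental and some germ cell genes. Of 30 Hox genes and other known Polycomb targets, 17 were raised and 0 lowered (29 and 0 when adjusted over the list alone), with a median log2 fold change of 2.64 (adjusted p = 3.31e-25 from limma's camera, adjusted p = 0.0513 with an estimated correlation). Hoxa7, a homeobox gene of trunk patterning (chromosome 6, 52214491 to 52221854), rose from 11.67 ± 9.07 (SD, n = 3) to 261 ± 19.8 (SD, n = 2). For Hoxa7 the log2 fold change was 4.61 (standard error 0.73, adjusted p = 0.000191 from limma). Its neighbour Hoxa10 (chromosome 6, 52231197 to 52240854) rose from 6.333 ± 7.57 (SD, n = 3) to 267.5 ± 121 (SD, n = 2). For Hoxa10 the log2 fold change was 5.66 (standard error 1.04, adjusted p = 0.00125 from limma, 0.0626 without shRnf2 replicate 1). Of the 23 germ cell genes, 7 were raised and 0 lowered (8 and 0 when adjusted over the list alone), with a median of 0.75 (adjusted p = 4.93e-11 from camera, 0.0967 with an estimated correlation, median 1.24 without shRnf2 replicate 2). Ddx4 (Vasa), an RNA helicase of the germ line, rose from 568 ± 42.8 (SD, n = 3) to 2682 ± 733 (SD, n = 2). For Ddx4 the log2 fold change was 2.21 (standard error 0.24, adjusted p = 5.31e-07 from limma). Syce1, another component of the synaptonemal complex, rose from 312 ± 73 (SD, n = 3) to 1391 ± 76.4 (SD, n = 2). For Syce1 the log2 fold change was 2.18 (standard error 0.28, adjusted p = 5.44e-06 from limma). Histone genes were lower in shRnf2, with 4 of 57 past the threshold (6 when adjusted over the list alone) and a median of -1.57 (adjusted p = 1.17e-07 from camera, 0.994 with an estimated correlation, median -1.03 without shLuc replicate 2). The snRNA, snoRNA and rRNA genes, which also lack a poly(A) tail, had mean log2 values of 1.56 and 0.05 in the shRnf2 libraries and 3.45, 5.3 and 0.09 in shLuc.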

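Over the 41 knockdowns, at least 1 of the 23 interferon-stimulated genes tested was past the threshold upwards in 3 knockdowns and downwards in 4, and at least 1 of 23 p53 targets in 1 and 1. The numbers were 1 and 3 for 21 genes of the integrated stress response, 8 and 6 for 31 imprinted genes, 1 and 2 for 13 heat-shock genes, and 3 and 2 for the Hox and Polycomb genes. The histone genes had at least 1 raised member in 5 knockdowns and at least 1 lowered member in 2, and the CM genes in 5 and 32, the targets themselves included. As groups, by limma's camera adjusted over the 41 knockdowns, the stress response list was higher in 7 knockdowns and lower in 23, and the Hox and Polycomb list was higher in 20 and lower in 4. Histone genes were higher in 15 and lower in 13, interferon genes higher in 7 and lower in 1, and CM genes lower in 3. The p53, imprinted and heat-shock lists passed in 0. With an estimated correlation, only the Hox and Polycomb list in shRnf2 and the interferon list in shDzip3, shEhmt1 and shSmyd3 passed. The group calls depend on the control. Against the other knockdowns of the same block of Supplementary Data 4, the stress response list was higher in 0 and lower in 1 and the Hox and Polycomb list higher in 7 and lower in 7. Without shLuc replicate 2 the stress response list was higher in 11 and lower in 6, and the Hox and Polycomb list higher in 4 and lower in 11. Histone genes were higher in 22 and lower in 8 without shLuc replicate 2, and higher in 9 and lower in 27 without shLuc replicate 3.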

For all other knockdowns, there was little evidence of differentiation, and no loss of pluripotency. This data set provides a system to look at the short-term deregulation of TEs when CMs are lost, in the absence of major cell type changes.

We next explored if these CM knockdowns can deregulate TE expression. We aligned the RNA-seq data to LINE, SINE (short interspersed nuclear element), LTR (ERV), and DNA class TEs (See Methods). On average 1–5% of reads would map to TEs (Supplementary Figure 5a), and we observed higher percentages of reads mapping to TEs in the knockdown samples (most >2% versus 1.6% in the sh*Luc* control), suggesting a higher level of TE-derived RNA (Supplementary Figure 5a). As expected, knockdown of *Setdb1* caused a robust upregulation of many types of TE (Fig. 3a, b). In addition, 29/41 other CM knockdowns significantly up or down-regulated at least 1 type of TE (Fig. 3a), and 8 knockdowns upregulated at least 1 type of TE >4 fold (Fig. 3b). We used RT-qPCR to validate a selection of TE expression changes in knockdowns with shRNAs against *Rnf2*, *Setdb1*, *Ncor2*, *Prmt5*, and *Ash2l* (Supplementary Figure 5b).

**Fig. 3:**
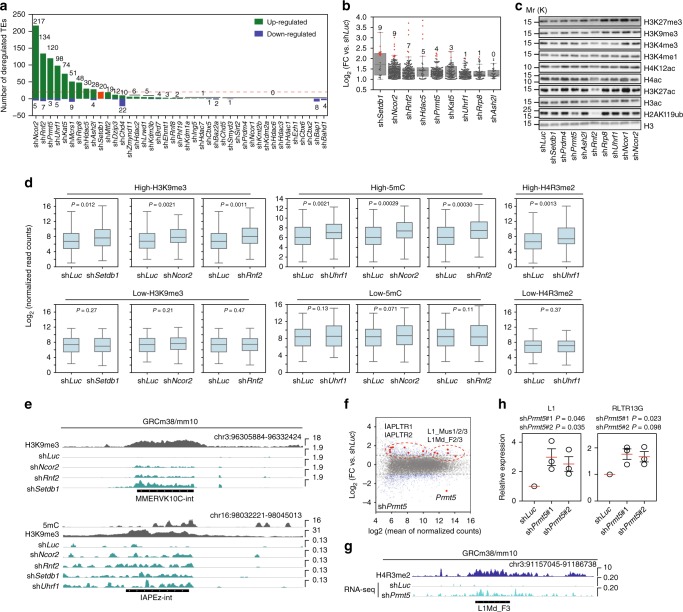
Chromatin modifiers regulate the type-specific expression of TEs. **a** Number of significantly deregulated TE types for the indicated shRNA knockdown (*P* values < 0.05, Benjamini & Hochberg corrected, absolute fold-change >2, relative to sh*Luc*). See Supplementary Data 1 for detailed sample information. **b** Boxplots of log2 (fold-change (FC) versus sh*Luc*) for all significantly deregulated TE types. In the boxplot, outliers represent the mean of a TE type. TE types significantly upregulated > 4 fold are indicated in red and the number is marked. **c** Western blot of chromatin marks, from the indicated shRNA knockdowns. Molecular weight is indicated as Mr (K). This experiment was performed twice with similar results. **d** Boxplots of the expression level for all TE types with either High or Low levels of the indicated chromatin mark. High was defined as those TE types with > 2-fold enrichment of the indicated chromatin mark. Low sites were selected by ranking the TEs by fold enrichment, and taking TEs from the bottom of the list until it was the same length as the High list. **e** Genomic views of MMERVK10C-int and IAPEz-int showing chromatin marks and RNA-seq in the indicated shRNA knockdown. **f** MA-scatter (log-fold-change, mean average expression) plot showing sh*Prmt5* knockdown relative to sh*Luc*. Blue dots are significantly different genes or TEs (*P* value < 0.05, Benjamini & Hochberg corrected, absolute fold-change > 2, relative to sh*Luc*). Red dots indicate IAP or LINE1 elements, or the *Prmt5* gene. RNA-seq data was from 2 biological replicates. **g** Genome view of H4R3me2 ChIP-seq data and sh*Prmt5* RNA-seq data for L1Md_F3 LINE1. **h** RT-qPCR expression of the LINE1 L1Md_F2, and RLTR13G, relative to sh*Luc* control knockdown. *P* values are from a one-tailed Student’s *t*-test. The circles are the mean of three technical replicates, the red bar is the mean of the three biological replicates, and the error bars are the standard error of the mean. Source data are provided as a Source Data file. Primers used are described in Supplementary Data 7. For the boxplots, the midline indicates the median, boxes indicate the upper and lower quartiles and the whiskers indicate 1.5*interquartile range

We selected eight CM knockdowns (and sh*Ncor1*, as a control) that deregulated 20 or more types of TE for further analysis. Western blotting for the pluripotency proteins OCT4 and NANOG confirmed that the eight selected knockdowns were not inducing differentiation (Supplementary Figure 5c). Knockdown of these eight CMs led to a variety of effects on the expression of TEs. Knockdown of *Setdb1* deregulated only a few TE types, but it led to the largest change in the magnitude TE expression. Conversely, knockdown of *Ncor2* or *Rnf2* deregulated more types of TE, but the magnitude of upregulation was reduced (Figs. 3a, b). There was surprisingly little overlap in the TE types that were upregulated, and most TE types were specific to a single knockdown (Supplementary Figure 5d, e).

TEs can span a wide-range of evolutionary time, and some TEs are active, or recently active, whilst others are inactive and ancient. Importantly, young and old TEs are regulated differently^12^. We measured the evolutionary age of TEs, and found that younger TEs tended to have higher enrichment of chromatin marks, although the correlation was modest (Supplementary Figure 1b). Younger TEs were more likely to be deregulated in a CM knockdown, although, again, the correlation was modest (Supplementary Figure 5f). These results suggest that younger TEs are more likely to be under active epigenetic regulation.

We next investigated the relationship between TE expression changes and chromatin marks. There was no global alteration in the levels of histone modifications, with the exception of the *Rnf2* knockdown, which reduced H2AK119ub and H3K27ac (Fig. 3c). This indicated that the changes in histone modifications were context-specific, as we saw previously with the overexpression of HDAC3 in ESCs which did not alter global H3K27ac levels, but did alter context-specific H3K27ac sites^54^. There was a direct relationship between CMs and chromatin mark. For example, knockdown of *Setdb1* led to significant upregulation of TEs high in H3K9me3, whilst knockdown of the DNA methylation cofactor *Uhrf1* led to upregulation of TEs high in 5mC, particularly IAPs (Fig. 3d, e, and Supplementary Figure 5g). Knockdown of *Prmt5* has previously been demonstrated to upregulate LINE L1 and IAP elements in primordial germ cells, and ground state 2i + LIF ESCs^20^, and we observe the same in serum + LIF grown ESCs (Fig. 3f, g, h). The LINE and IAP TEs upregulated in the *Prmt5* knockdown were enriched with H4R3me2, the catalytic target for PRMT5, indicating a link between PRMT5 and H4R3me2 at TEs (Figs. 1a, 3g, and Supplementary Figure 1b, d, e). In addition to these associations, we also found new links between CMs and chromatin marks. Knockdown of *Hdac2* and *Hdac5* upregulated TEs enriched with H3K56ac, H3K9me3, and H4K20me3, and knockdown of *Ncor2* upregulated TEs enriched with H3K9me3 and H3K56ac (Supplementary Figure 5g, h). NCOR2 is a co-repressor^54^, so the knockdown of *Ncor2* activating TEs may seem unusual, but it is not uncommon for co-repressors to have activatory function. For example, the co-repressor SIN3A, a binding-partner for NCOR2, can function as a co-activator in ESCs^55^. Overall, these observations indicate a complex code of CMs regulating sets of TEs by altering chromatin marks.

### Chromatin modifiers alter chromatin accessibility at TEs

The loss of CMs leads to context-specific deregulation of TEs, which in many cases was associated with specific chromatin marks. However, whilst many CMs are specific epigenetic writers/erasers (e.g., SETDB1 writes H3K9me3, RNF2 writes H2AK119ub), they are also members of large multi-protein complexes involved in multiple regulations (e.g., RNF2 is part of polycomb repressor complex 1), or there is substantial redundancy (e.g., SETDB1 and SUV39H1 both target H3K9me3). Consequently, the number of potential chromatin mark changes caused by the loss of any single CM can be large. To gain an overview of changes in chromatin in response to the knockdown of a CM, we used ATAC-seq^56,57^, to probe TE chromatin accessibility after knockdown. Of the 142,119 non-redundant peaks in the ATAC-seq data, we could detect changes in 15,076 loci (Supplementary Figure 6a, b). Chromatin that became accessible in each shRNA knockdown showed matching upregulation of genes within 10 kb of the ATAC-seq peak (Supplementary Figure 6c, d). The changes in chromatin accessibility were also reflecting chromatin marks. For example, ATAC peaks that became accessible when *Prmt5* was knocked down were enriched for H4R3me2. A similar pattern was observed for *Setdb1* knockdown and H3K9me3 (Supplementary Figure 6e). These results show that changes in accessibility are a suitable proxy for chromatin changes.

We measured the chromatin accessibility at TEs. 153 TE types showed an increase in chromatin accessibility (Fig. 4a, Supplementary Data 5). These changes were mainly specific to a single knockdown, as 108 TE types were uniquely upregulated, whilst 42 TE types were upregulated by more than one shRNA knockdown (Fig. 4a, b, and Supplementary Data 5). Importantly, opening of chromatin at TEs, was matched by significant upregulation of the corresponding RNA expression (Fig. 4c). This pattern extended to individual types of TE, for example, the chromatin opened and RNA was expressed at MT2_Mm, when *Rnf2* was knocked down (Fig. 4d). Similarly, at LINE1 L1Md_F2 TEs, chromatin opened and expression was upregulated when *Prmt5* was knocked down (Fig. 4d, e). This suggests a direct relationship between L1Md_F2, and regulation of expression by PRMT5 through modification of H4R3me2 (Supplementary Figure 1d). A similar relationship was observed for the H3K9me3 enriched ETnERV2-int which acquired open chromatin and RNA expression when *Setdb1* was knocked down (Fig. 4d, e). To explore these relationships, we measured the correlation between the chromatin marks and changes in accessibility (Fig. 4f). The clearest relationships were between sh*Setdb1* and heterochromatin marks H3K9me3 and H4K20me3, and other repressive marks, H3.3 and 5mC (Fig. 4f). Knockdown of *Rnf2* also correlated with repressive epigenetic marks (Fig. 4f). Overall, these results demonstrate that the loss of CMs leads to the alteration of chromatin at TEs, and a matching upregulation of the expression of TEs. There is a relationship between the CMs target, and the chromatin modifications marking the TEs, although due to the nature of CMs as members of multi-protein complexes, a direct relationship was not always observable.

**Fig. 4:**
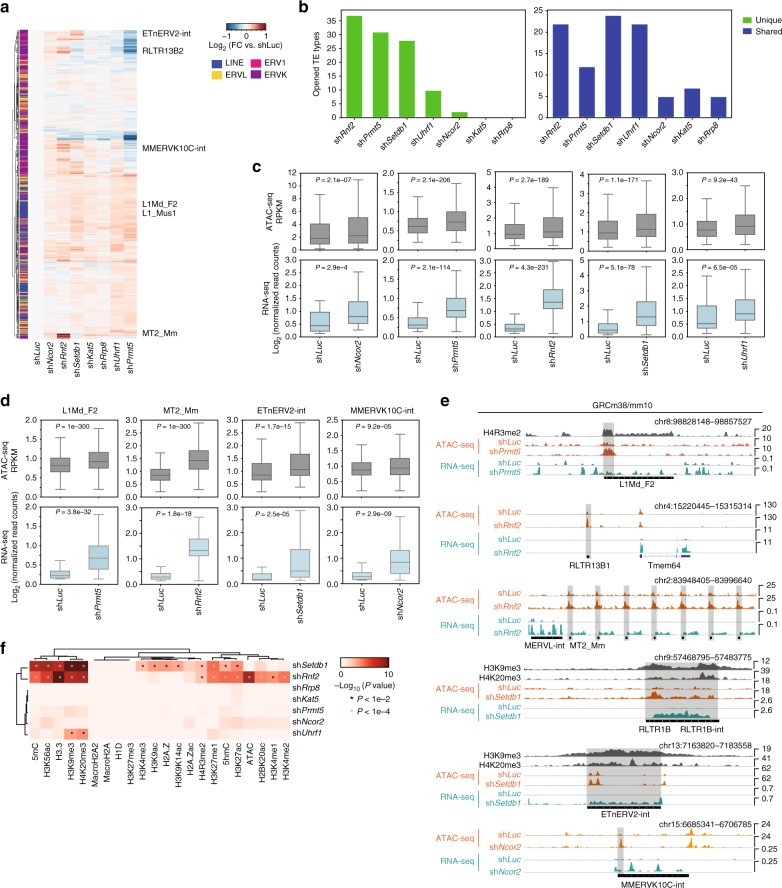
Loss of CMs opens chromatin at specific TEs. **a** Heatmap of the fold-changes in chromatin accessibility (measured by ATAC-seq) at TE types. The list of TE types are those that have 20% more or 20% less open or closed chromatin. Selected TE types are indicated, and the full table of all TE chromatin changes is in Supplementary Data 5. **b** Bar chart of the number of TE types that acquire open chromatin in a unique shRNA knockdown (left), or in more than one shRNA knockdown (right). **c** Boxplots showing the relationship between chromatin (ATAC-seq, top rows) and expression (RNA-seq, bottom rows). The boxplots contain all TE types that acquire open chromatin, for the selected shRNA knockdowns. *P* values were derived from a Mann–Whitney *U* test. **d** Boxplots of the levels of ATAC-seq (top rows, dark gray) and RNA-seq (bottom rows, light gray) for selected TE families for the indicated CM knockdown, for the indicated type of TE. *P* values were from a Mann–Whitney *U* test. **e** Example genome views of individual genomic TEs showing specific chromatin marks, expression (RNA-seq), and chromatin accessibility (ATAC-seq). The examples show TEs that acquire open chromatin and expression in the indicated shRNA knockdown. Examples include the LINE1 elements (L1Md_T, L1Md_A), ERVL (MERVL-int), MT2_Mm, ERVKs (RLTR13B1, ETnERV2-int, and MMERVK10C-int). **f** Enrichment of chromatin marks at TE types that become open in response to the indicated shRNA knockdown. Significance is derived from a Fisher exact test, *P* < 0.01 and is indicated with a asterisk. For the boxplots, the midline indicates the median, boxes indicate the upper and lower quartiles and the whiskers indicate 1.5*interquartile range

### Knockdown of CMs activates early embryonic gene expression

TEs are expressed and their chromatin is regulated in a phase-specific pattern in the early embryo^18,58^. TE expression has become a useful marker for early embryonic gene expression programs in ESCs, as MERVL expression marks a small sub-population of 2C-like cells, that have totipotent properties^26^, a capability ESCs lack. Knockdown of CMs can increase the fraction of these cells^15,59^, but the relationship between CM, chromatin, MERVLs, and the 2C gene expression program remains unclear.

To shed light on the regulatory network controlling 2C-like cells, we interrogated our shRNA knockdowns for activation of a 2C-like gene expression program. Downregulation of *Rnf2*, *Brd7*, and *Hdac5* led to the upregulation of MERVLs, and a corresponding increase in 2C-stage embryonic genes, such as *Zscan4c* (Fig. 5a, b). 

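Zscan4c, a SCAN-domain gene transcribed at the 2C stage (chromosome 7, 11005745 to 11010547), was high in all libraries of the shRnf2, shHdac5 and shBrd7 knockdowns. Its values were 11369 and 4333 in shRnf2, 6796 and 13113 in shHdac5 and 4789 in the single shBrd7 library, against 1810, 110 and 265 in shLuc. The log2 fold change was 4.22 in shRnf2 (standard error 0.82, adjusted p = 0.00243 from limma) and 4.65 in shHdac5 (adjusted p = 0.00203). In shBrd7 it was 3.67 (standard error 1.03) and did not pass, with an adjusted p of 0.121 from limma, and without shLuc replicate 1 it was 4.8 with an adjusted p of 0.00565. Duxf3, the Dux transcription factor that activates 2C genes (chromosome 10, 58229979 to 58232675), was at 325 and 106 in shRnf2, 217 and 214 in shHdac5 and 123 in shBrd7, against 35, 2 and 5 in shLuc. Its log2 fold change was 4.43 in shRnf2 (standard error 1.04, adjusted p = 0.0116 from limma), 4.64 in shHdac5 (adjusted p = 0.0188) and 3.84 in shBrd7 (adjusted p = 0.23). Single libraries end some of these calls. Without shRnf2 replicate 1 the adjusted p in shRnf2 was 0.122 for Zscan4c and 0.225 for Duxf3, and without shHdac5 replicate 2 that of Zscan4c in shHdac5 was 0.0872. The call of Duxf3 was lost without shLuc replicate 2 (adjusted p = 0.0969 in shRnf2 and 0.207 in shHdac5), without shLuc replicate 3 (0.0595 in shHdac5) and without shHdac5 replicate 1 (0.16) or 2 (0.189). Against the other knockdowns of the same block in place of shLuc, the log2 fold changes of Zscan4c were 1.71 in shRnf2 (adjusted p = 0.0983), 2.16 in shHdac5 (0.361) and 1.14 in shBrd7 (0.899). Those of Duxf3 were 1.84 in shRnf2 (0.158) and 2.06 in shHdac5 (0.74), so that both calls were lost. The reference for each of these knockdowns includes the others, which makes a rise that they share look smaller. Zscan4 genes are near-identical copies that may share reads, so the values of a single copy are uncertain.

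**Figure D4:**
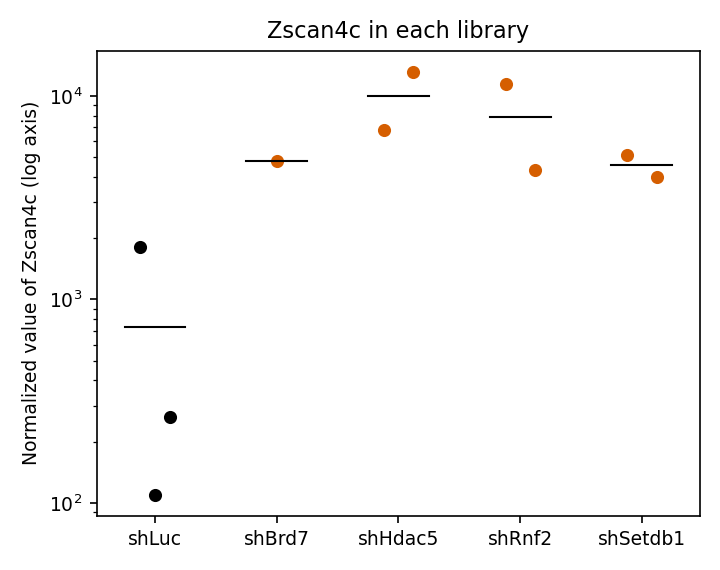
Points are the normalized values of Zscan4c in each library of shLuc (black) and of shBrd7, shHdac5, shRnf2 and shSetdb1 (orange) on a log axis, and horizontal lines are the means of each group. The libraries of shBrd7, shHdac5 and shRnf2 lie between 4333 and 13113, above the highest shLuc library at 1810.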

To assess the type of embryonic gene program being activated we measured the expression of the significantly upregulated genes in each of the knockdowns, against RNA-seq data from a range of embryonic stages^60^. Genes upregulated in the *Rnf2*, *Hdac5*, and *Brd7* knockdowns were significantly highly expressed in 2C embryos, but not in other embryonic stages (Fig. 5c). 

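In shRnf2, 370 genes were raised, in shHdac5 122 and in shBrd7 37, and genes of the 2C embryo were among them in the first 2 knockdowns. Of 33 tested 2C genes, 29 were raised and 0 lowered in shRnf2 (31 and 0 when adjusted over the list alone) and 25 and 0 in shHdac5 (32 and 0). The list holds the Zscan4 genes and Duxf3, which the paper also labels in Fig. 5e. In shBrd7 0 passed by limma over all genes and 28 passed when adjusted over the list alone, while 29 were higher and 0 lower at an unadjusted p under 0.05. The median log2 fold change of the list was 3.84 in shRnf2 (adjusted p = 5.14e-28 from limma's camera, adjusted p = 0.138 with an estimated correlation), 3.9 in shHdac5 (6.04e-54, 0.0277) and 3.51 in shBrd7 (6.71e-27, 0.138). Against the other knockdowns of the same block the medians were 1.52, 1.89 and 1.21, with adjusted p = 4.36e-11, 1.43e-37 and 3.92e-08 from camera over the 41 knockdowns. In this comparison each of these knockdowns is part of the reference of the others, which works against calls that they share. Of the genes raised in shRnf2 and in shHdac5, 108 were shared, 24 of them in the 2C list. Independent lists of these sizes would share 2.48. Simulated knockdowns without an effect, set against the same shLuc libraries, shared 0 in each of 100 draws, but with at most 1 raised gene per knockdown they had almost nothing to share. Part of the 108 may therefore come from the shared controls, which are too few to split. Without shLuc replicate 2 the shared genes numbered 32, of 37 raised in shHdac5. Against the other knockdowns of the same block, a reference without shLuc, they numbered 8, of 14 raised in shHdac5. The raised genes numbered 906 without shLuc replicate 3, 143 without shLuc replicate 2 and 60 without shRnf2 replicate 1 in shRnf2. In shHdac5 they numbered 203 and 37 without shLuc replicates 1 and 2 and 74 and 41 without shHdac5 replicates 1 and 2, and in shBrd7 99 and 18 without shLuc replicates 1 and 2. The RNA-seq data of embryos were not analysed here.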

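In the Setdb1 knockdown, 86 genes were raised and 16 lowered against shLuc. Of the 33 genes of the 2C list, 8 were raised and 0 lowered (30 and 0 when adjusted over the list alone), with a median log2 fold change of 3.11 (adjusted p = 2.45e-32 from limma's camera, adjusted p = 0.106 with an estimated correlation). Zscan4c had values of 5121 and 3991, a log2 fold change of 3.59 against shLuc (adjusted p = 0.029 from limma). Usp17lb, a deubiquitinase gene of the 2C stage from a family of near-identical copies, rose from 37 ± 32.6 (SD, n = 3) to 303 ± 18.4 (SD, n = 2). For Usp17lb the log2 fold change was 3.54 (standard error 0.7, adjusted p = 0.00984 from limma). With the other knockdowns of its block in place of shLuc, the list's median was 0.84 (adjusted p = 6.4e-06 from camera over the 41 knockdowns), and the log2 fold changes were 1.05 for Zscan4c (adjusted p = 0.469) and 1.21 for Usp17lb (0.305). That reference includes shRnf2, shHdac5 and shBrd7, in which the 2C list was itself high. The call of Zscan4c was also lost without shLuc replicate 2 (adjusted p = 0.153), without shLuc replicate 3 (0.0732) and without shSetdb1 replicate 1 (0.371) or 2 (0.101). That of Usp17lb was lost without shLuc replicate 2 (0.0788) and without shSetdb1 replicate 1 (0.177) or 2 (0.0581). The raised genes numbered 133 and 37 without shLuc replicates 1 and 2, and 17 and 46 without shSetdb1 replicates 1 and 2. In direct contrasts between knockdowns, the 2C list was higher in shHdac5 than in shSetdb1 by a median of 0.87 (adjusted p = 0.000452 from camera, 0.802 with an estimated correlation), while the differences of 0.67 for shRnf2 (adjusted p = 0.0572) and 0.23 for shBrd7 (adjusted p = 0.361) did not pass.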

Knockdown of *Setdb1* did not have this effect (Fig. 5c). This pattern could be confirmed by measuring the expression level of the top 200 upregulated genes (versus ESCs) in 2C embryos (Fig. 5d). A characteristic of the 2C stage is the splicing of MERVL TEs into genes on the same strand orientation^61^, a pattern we observed only in the *Brd7, Hdac5*, and *Rnf2* knockdowns (Supplementary Figure 7a, b). These results showed that the 2C gene expression program was only seen in the sh*Brd7*, sh*Hdac5* and sh*Rnf2* knockdowns (Fig. 5d).

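Over the 41 knockdowns, the 2C list was highest in shHdac5, shRnf2, shBrd7 and shSetdb1, and the next 2 medians against shLuc were 2.9 in shHdac2 and 2.67 in shRrp8. At least 1 gene of the list was raised in 6 knockdowns and lowered in 6, and Zscan4c was raised in 3, shRnf2, shHdac5 and shSetdb1, and lowered in 1, shMcrs1. There, named after its value was seen, it was at 42 and 12, a log2 fold change of -3.99 (standard error 0.82, adjusted p = 0.00123 from limma). Uncalled values reached 3.39 in shChd5, 3.23 in shHdac2, 3.22 in shHdac7 and 3.15 in shNcor1, beside 3.67 in shBrd7. Over block A the log2 fold change of Zscan4c ran from 0.29 in shChd4 to 4.65 in shHdac5. Over block B it ran from -3.99 in shMcrs1 to 1.28 in shKdm1a. By limma's camera, adjusted over the 41 knockdowns, the list was higher than in shLuc in 27 and lower in 10, and without shLuc replicate 1 in 29 and 6. With an estimated correlation 9 passed, shBrd7, shHdac2, shHdac5, shHdac7, shIng5, shNcor1, shRnf2, shRrp8 and shSetdb1, and 0 passed downwards. The calls follow the 2 blocks of Supplementary Data 4. In block A all knockdowns but shChd4, with a median of 0.08, were higher than shLuc, while in block B only shEhmt1, shKdm1a and shKat5 were, and all 10 lower calls fell there. The blocks hold different knockdowns, and no test here separates a difference between the blocks from effects of the CMs in them. The shLuc libraries differed in this list, with mean log2 values of 7.441, 4.289 and 5.831. Against the other knockdowns of the same block, the list was higher in 11 and lower in 17, and the medians were 0.56 in shHdac2 and 0.35 in shRrp8, while those of shEhmt1, shKdm1a and shKat5 were 2.65, 2.38 and 1.78. Against shLuc the latter were 1.62, 1.2 and 0.73. The paper reasons from the level of MERVLs, from Zscan4c and from the embryonic stage at which the upregulated genes are expressed. It also measures in the knockdowns a signature of the genes most upregulated in 2C embryos versus ESCs. A further argument is the splicing of MERVLs into genes. From these the paper concludes that the 2C program was seen only in shBrd7, shHdac5 and shRnf2. The paper's signature was not analysed here, and the 2C list above is a different list.

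**Figure D5:**
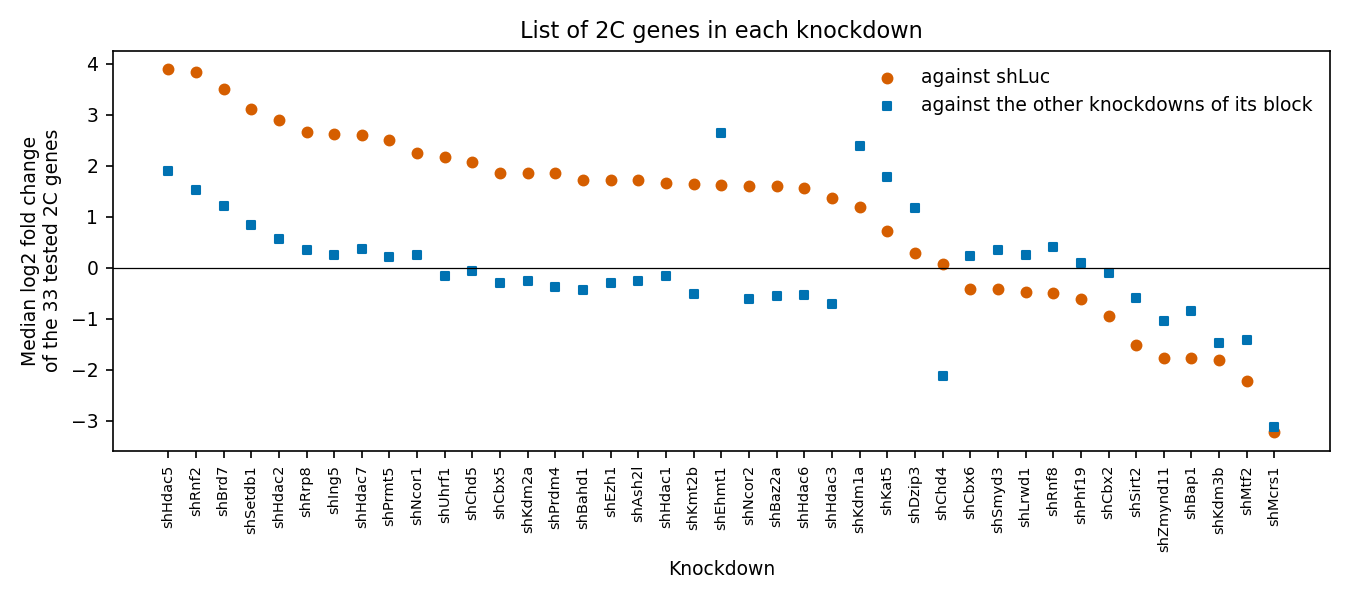
For each of the 41 knockdowns (x axis), the median log2 fold change of the 33 tested 2C genes (y axis) is shown against shLuc (orange circles) and against the other knockdowns of its block (blue squares). Against shLuc the list is highest in shHdac5 at 3.9 and lowest in shMcrs1 at -3.23, and in shEhmt1 the square at 2.65 lies above the circle at 1.62.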

**Fig. 5:**
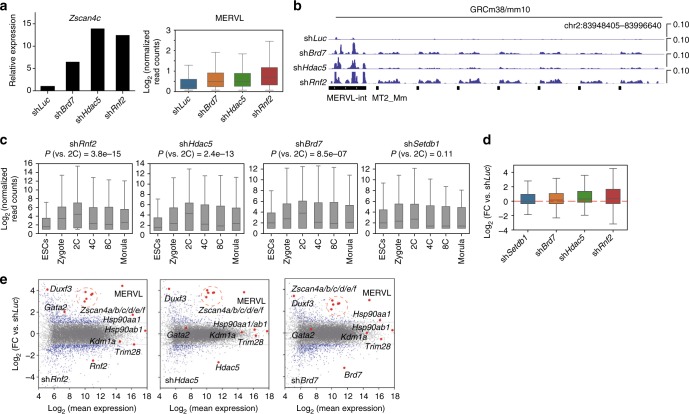
Knockdown of chromatin modifiers activates a 2C-like gene expression program. **a** RNA-seq expression level of the 2C-related gene *Zscan4c* in the indicated knockdowns (left), and a boxplot showing the level of MERVL TEs in the same knockdown RNA-seq data. Bar chart values indicate the mean of the two biological replicates (sh*Hdac5* or sh*Rnf2*), or a biological singlicate (sh*Brd7*), relative to sh*Luc* control knockdown. The boxplot shows the Log2 normalized read count mapping to the total set of MERVL TEs, from the same RNA-seq data. **b** Example genome view showing the RNA-seq pileup data and activation of MERVL-int and MT2_Mm TE expression in *Brd7*, *Hdac5*, and *Rnf2* shRNA knockdowns. **c** Boxplot of RNA-seq expression for genes upregulated in the indicated knockdowns. For the sets of genes significantly upregulated in the indicated CM knockdown, their expression was measured in the indicated embryonic stages and in ESCs (RNA-seq data was taken from^60^). *P* values are from a Mann–Whitney *U* test. The *x*-axis indicates the overall level of expression of the knockdown-specific genes, in those cell types. **d** Upregulation of a 2C-related gene signature by the indicated CM knockdowns. A 2C-related gene signature was generated by taking the fold-change of all 2C genes versus ESCs and taking the top 200 fold-change upregulated genes. The expression of those top 200 2C genes was then measured in the indicated knockdowns, relative to sh*Luc* control. **e** MA-scatter plots showing the expression of all genes and TEs in the sh*Rnf2*, sh*Hdac5*, and sh*Brd7* knockdowns. Labels and red spots indicate the expression of the shRNA target gene, the MERVL-int TE, and selected 2C-related genes (*Zscan4a/b/c/d/e/f*-cluster, *Duxf3*, *Hsp90aa1*, *Hsp90ab1*, and *Gata2*). Note that the effect is not related to deregulation of *Trim28* or *Kdm1a*, two known MERVL regulators. For the boxplots in this figure, the midline indicates the median, boxes indicate the upper and lower quartiles and the whiskers indicate 1.5*interquartile range

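Trim28 (KAP1), the corepressor that KRAB zinc-finger proteins recruit to TEs (chromosome 7, 12999114 to 13031035), was not past the threshold in the 3 knockdowns. Its log2 fold change against shLuc was -0.46 in shRnf2 (standard error 0.18, adjusted p = 0.117 from limma), where its value was 56620 ± 3930 (SD, n = 2) against 78590 ± 12500 (SD, n = 3). In shHdac5 it was -0.12 (adjusted p = 0.877) and in shBrd7 -0.04 (adjusted p = 0.994). Kdm1a, which encodes the LSD1 demethylase, was at 14380 ± 2860 (SD, n = 2) in shRnf2. For Kdm1a the log2 fold change was -0.8 (standard error 0.35, adjusted p = 0.155 from limma) against the 3 shLuc libraries. Without shLuc replicate 3, the fold change of Kdm1a in shRnf2 was -1.16, past the threshold with an adjusted p of 0.0257. Its log2 fold change was 0.31 in shHdac5 (adjusted p = 0.805 from limma) and 0.05 in shBrd7 (adjusted p = 1).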

We next sought to understand how these knockdowns were activating a 2C gene expression program. Our analysis indicates that MERVLs are enriched for the activatory H3K56ac chromatin mark, but are not enriched for H2AK119ub (Fig. 1a and Supplementary Data 2). This is interesting as RNF2 catalyses the deposition of H2AK119ub, and BRD7 and HDAC5 can both target histone acetylation. These observations suggest two pathways for the activation of the 2C gene expression program; one direct, and one indirect, pathway. The direct pathway involved the acetylation of histones, as knockdown of the histone deacetylase *Hdac5*, and knockdown of the histone acetylation binder *Brd7* could upregulate MERVLs and 2C genes (Fig. 5a, c). Conversely, upregulation of MERVLs in the *Rnf2* knockdown, suggests an indirect pathway, as MERVLs are not enriched with H2AK119ub, but downregulation of H2AK119ub is a requirement for 2C-like cells^62^. The TF GATA2 has been implicated in driving cells to a 2C-fate^61^, and in our data only knockdown of *Rnf2* could activate *Gata2* (Fig. 5e). 

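Gata2, a zinc-finger transcription factor of blood progenitors (chromosome 6, 88193891 to 88207032), had values of 688 and 252 in shRnf2 against 164, 61 and 210 in shLuc, and rose by a log2 fold change of 1.69 (standard error 0.52, adjusted p = 0.0471 from limma). Its log2 fold change was 0.6 in shHdac5 (adjusted p = 0.721), 0.45 in shBrd7 (adjusted p = 0.86) and 1.06 in shSetdb1 (adjusted p = 0.431). Over the 41 knockdowns Gata2 was raised in 2, shRnf2 and shChd4, and lowered in 0. In shChd4, named after its value was seen, it was at 790 and 341, a log2 fold change of 2.01 (adjusted p = 0.00978 from limma). In direct contrasts, Gata2 was higher in shRnf2 than in shHdac5 by 1.09 (adjusted p = 0.45 from limma) and than in shBrd7 by 1.25 (adjusted p = 0.577 from limma), which does not separate these knockdowns. The call in shRnf2 was lost without shLuc replicate 1 (adjusted p = 0.0641), without shLuc replicate 2 (0.273, at a log2 fold change of 1.16) and without shRnf2 replicate 1 (0.508, at 0.97). It was also lost against the other knockdowns of the same block (0.159, at 0.92), and in 9 of 16 alternatives in all. That in shChd4 was lost without shLuc replicate 2 (0.073) and without shChd4 replicate 1 (0.259).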

Interrogating ChIP-seq data for RNF2 and H2AK119ub^63^, indicated that they are both enriched at the *Gata2* locus (Supplementary Figure 7c). These results suggest that 2C-like cells can emerge by the manipulation of two pathways, one pathway involving H3K56ac, HDAC5, and BRD7, and an indirect pathway involving H2AK119ub, RNF2, and *Gata2*. These pathways complement other factors known to activate the 2C-like state, including *Chaf1a/b, Chd5, Rif1, Kdm1a, Ehmt2, Yy1, Rybp*, and miR-34a^15,26,28,61,64^. These results suggest that there are multiple convergent pathways that can drive cells to a 2C state, although whether all of these factors are converging on the same pathway or act independently remains unclear.

## Discussion

TEs are the single most prevalent genomic element, more numerous than coding genes or other regulatory units. Although potentially dangerous for genome integrity they are nonetheless a pool of potential regulatory sequences, chromatin control elements, and protein coding genes, and they can function as a substrate for evolutionary processes^3,9,21^. During early embryonic development there is extensive chromatin remodeling^58^, and the activation of TE expression^18^. Consequently, a careful balance is maintained between the potential benefits of TEs, versus their deleterious aspects, and this control is carried out by the epigenetic regulatory system.

Heterochromatin formation is a major mechanism for the suppression of TEs, and we find that many TEs are marked by heterochromatic histone modifications. However, data suggests that, at least for LINEs and IAP-family TEs, TEs are repressed by the loss of activatory marks, rather than through the gain of repressive heterochromatin^19^. Our data indicate that TEs are marked by many activatory marks, like histone acetylations. We also observed bivalent marking of TE chromatin by H3K9me3 and H3K27ac, which may help to explain why we only observed a limited number of downregulated TEs in response to CM knockdown. This was surprising, as ESCs express over 200 TE types at levels comparable to many genes. Bivalent marking may mean that these TEs are kept in partially activated and repressed states.

TEs are increasingly implicated in a wide-range of biological functions in embryonic cell types. It has long been known that there is reverse transcriptase activity (indicative of TE activity), in developing mouse embryos^65^, and HERVK-derived viral-like particles have been observed in normal human embryos^66^. TEs are expressed in a stage-specific pattern in both human and mouse embryos^18,19^, and their expression in ESCs is associated with alternative properties. For example, MERVL expression marks the 2C stage of embryonic development as well as 2C-like cells in ESCs^26^, and the inhibition of MERVLs, or MERVL-containing lincRNAs, impairs the transition from the zygote to a 4C embryo stage^67,68^. LINE1 RNA is transiently required for 2C stage embryos to exit to the 4C stage, and in ESCs LINE1 is required for self-renewal, and chromatin remodeling^43,44^. It is increasingly clear that TEs are involved in normal biological processes.

In conclusion, our study reveals the complexity of epigenetic regulation of TEs in ESCs. TEs are marked not only by repressive chromatin marks, but are also widely marked by activatory chromatin marks, including patterns of simultaneous marking by activatory and repressive marks. We show that the loss of CMs caused specific changes in TE expression and chromatin accessibility, and these effects are not limited to the formation of heterochromatin or DNA methylation, but encompass a large fraction of known chromatin modifications. This work suggests that the regulation of TEs is a function of overlapping epigenetic pathways, and that a major task of the epigenetic system is to manage the expression of TEs.

## Methods

### Cell lines and cell culture medium

All experiments were performed in mouse E14 ESCs (RRID:CVCL_C320), to avoid any differences in genetic background that may influence the number of TEs. Mouse ESCs were grown in serum + LIF medium: DMEM-HIGH GLUCOSE (SH30022.01, HyClone), 15% (v/v) fetal bovine serum (S1580–500, Biowest), 1% (v/v) L-Glutamine (35050-061, GIBCO), 1% (v/v) sodium pyruvate (25-000-CIR, Corning), 1% (v/v) non-essential amino acids (25-025-CI, Corning), 0.5% (v/v) penicillin-streptomycin solution (SV30010, HyClone), 0.1 mM 2-mercaptoethanol (21985-023, GIBCO), and 1000 U/ml mLIF (ESG1107, Millipore).

### Chromatin modifier knockdowns

CMs were knocked down in serum + LIF medium using pLKO.puro lentiviral system as previously described^27,41^. Briefly, pLKO.puro lentiviruses were added to ESCs and the medium was changed after 8 h. Cells were selected with 2 μg/ml puromycin (Gibco) for 2 days, and harvested after a further 2 days. Sequences for the shRNAs are in Supplementary Data 6.

### Western blot

Histone proteins were extracted by acid precipitation. Briefly, cells from a 6-well dish were scraped, washed with PBS and resuspended in extraction buffer (PBS, 0.5% Triton-X-100 (9002-93-1, Sigma-Aldrich), 5 mM sodium butyrate (B5887, Sigma-Aldrich)), and allowed to extract for 20 mins. The extract was centrifuged at 14,000× *g* for 20 mins and the supernatant was discarded. The pellet was resuspended in 0.2 N HCl and left at 4 °C overnight. The mixture was vortexed, and the pH was neutralized with 1 M Tris-HCl pH 8.0. Western blots were performed using typical laboratory procedures with the antibodies: anti-H3K9me3 (1:1000; ab8898, abcam), anti-H3K4me3 (1:1000; ab8580, abcam), anti-H3K4me1 (1:1000; ab8895, abcam), anti-H3K27me3 (1:1000; 07-449, Millipore), anti-H3ac (1:1000; 06-599, Millipore), anti-H4K12ac (1:1000; ab46983, abcam), anti-H4ac (1:1000; 06-886, Millipore), anti-H3K27ac (1:1000; ab4729, abcam), anti-H2AK119ub (1:1000; 8240, Cell Signaling Technology), anti-H3 (1:1000; ab1971, abcam), anti-OCT4 (1:10,000; SC-8628, Santa Cruz), anti-NANOG (1:1000; A300-397A, Bethyl), and anti-GAPDH (1:10,000; MAB374, Millipore). Uncropped raw images of the Western blot membranes are in Supplementary Figure 8.

### RNA-seq and RT-qPCR experimental protocols

RNA-seq was performed as described^69^. Briefly, a 6-well dish of ESCs was scraped and lysed in TRIzol (RN190-200, Invitrogen). RNA was extracted according to the manufacturer’s instructions, and 1 μg was submitted for sequencing. All RNA-seq was sequenced to a depth of 50 M tags, and 150 bp paired-end. For RT-qPCR RNA was extracted using TRIzol (RN190-200, Invitrogen), cDNA was prepared with reverse transcriptase kit (RR36B, Takara), and RT-qPCR was performed with SYBR Green Master kit (RR820B, Takara). RT-qPCR primers are described in Supplementary Data 7.

### ATAC-seq and native-ChIP-qPCR experimental protocols

ATAC-seq was performed as described^57,70^. A total of ~50,000 cells were washed once with 50 μl of cold PBS and resuspended in 50 μl lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.2% (v/v) IGEPAL CA-630). The suspension of nuclei was then centrifuged for 10 min at 500 × *g* at 4 °C, followed by the addition of 50 μl transposition reaction mix (25 μl TD buffer, 2.5 μl Tn5 transposase and 22.5 μl nuclease-free H_2_O) of Nextera DNA library Preparation Kit (96 samples) (FC-121-1031, Illumina). Samples were then PCR amplified and incubated at 37 °C for 30 min. DNA was isolated using a MinElute Kit (Qiagen). ATAC-seq libraries were first subjected to five cycles of pre-amplification. To determine the suitable number of cycles required for the second round of PCR, the library was assessed by quantitative PCR^70^, and the library was then PCR amplified for the appropriate number of cycles. Libraries were purified with a Qiaquick PCR (Qiagen) column and were quantified using a KAPA Library Quantification kit (KK4824, Kapa Biosystems) according to the manufacturer’s instructions. Library integrity was checked by gel electrophoresis. Finally, the ATAC library was sequenced on a NextSeq 500 using a NextSeq 500 High Output Kit v2 (150 cycles) (FC-404-2002, Illumina) according to the manufacturer’s instructions.

Native-ChIP-qPCR was performed as described^71^. Ten million cells were centrifuged and resuspended in Buffer 1 (0.32 M Sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA, 15 mM Tris-HCl pH 7.5, 0.5 mM DTT, 0.1 mM PMSF, 1:1000 protease inhibitor cocktail (Sigma-Aldrich)), along with 2 ml of Buffer1 + 0.1% IGEPAL. The resulting 4 ml of nuclei were layered on top of 8 ml of Buffer 3 (Same as Buffer 1, but with 1.2 M Sucrose) and centrifuged at 10,000 × *g* for 20 min at 4 °C unbraked. Nuclei were resuspended in Buffer A (0.34 M sucrose, 15 mM Hepes [pH 7.4], 15 mM NaCl, 60 mM KCl, 4 mM MgCl2, 1 mM DTT, 0.1 mM PMSF, 1:1000 protease inhibitor cocktail (Sigma-Aldrich)) and digested for 10 mins at 37 °C with MNase (Affymetrix) in buffer A supplemented with 3 mM CaCl_2_. The reaction was stopped with 5 mM EGTA, centrifuged at 13,500 × *g* for 10 min, and chromatin resuspended in (10 mM EDTA [pH 8.0], 1 mM PMSF, 1:1000 protease inhibitor cocktail) and rotated at 4 °C for 2–4 h. The mixture was adjusted to 500 mM NaCl, allowed to rotate for another 45 min and then centrifuged at 13,500 × *g* for 10 mins. Chromatin supernatant was diluted to 100 ng/µl with buffer B (20 mM Tris [pH 8.0], 5 mM EDTA, 500 mM NaCl, 0.2% Tween 20) and incubated for 20 mins at 4 °C with 60 µl protein G beads (GE Healthcare). Antibody was added and rotated overnight at 4 °C. A volume of 100 µl of Protein G beads were added and the sample was rotated for a further 3 h at 4 °C. The beads were washed three times with buffer B, and once with buffer B without Tween 20. The DNA was eluted with 300 µl of elution buffer (20 mM Tris [pH 7.5], 20 mM EDTA, 0.5% SDS, 500 µg/ml Proteinase K) and incubated for 4 h at 56 °C. The resulting samples were extracted with phenol-chloroform followed by purification using a Qiagen MinElute columns, according to the manufacturer’s instructions. Antibodies used: anti-H3K9me3 (5 μg; ab8898, abcam), anti-H3K27ac (5 μg; ab4729, abcam). qPCR was performed with SYBR Green Master kit (RR820B, Takara). Primer pairs are described in Supplementary Data 7.

### RNA-seq and TE RNA-seq computational analysis

As a quality control step the RNA-seq data was analyzed for normal gene expression, using the method described^60,69^. Briefly, reads were aligned to the genome using bowtie2^72^ and RSEM^73^, with the settings ‘—bowtie2—bowtie2-sensitivity-level very_sensitive—no-bam-output—estimate-rspd’ using an index built against the ENSEMBL v81 transcriptome, and normalized using EDAseq^74^ (v2.4.1) (which = ‘full’). Samples that did not closely correlate with other replicate samples, clustered closer to unrelated samples, or were outliers (R^2^ correlation < 0.6), were deleted from the analysis.

For the analysis of TEs, reads were mapped to the mouse genome (mm10) using the STAR aligner^75^, with the options:—readFilesCommand zcat—outFilterMultimapNmax 100—winAnchorMultimapNmax 100—outMultimapperOrder Random—runRNGseed 777—outSAMmultNmax 1—outSAMtype BAM—outFilterType BySJout—alignSJoverhangMin 8—alignSJDBoverhangMin 1—outFilterMismatchNmax 999—alignIntronMin 20—alignIntronMax 1000000—alignMatesGapMax 1000000. Tags mapping to genes and TEs were counted using TEtranscripts^76^ with the option:—mode multi. GTF files for gene annotation were downloaded from GENCODE (M9). GTF files for TE annotations were downloaded from the TEtranscripts website (mm10_rmsk_TE.gtf.gz). For the quantification of genes and TEs, samples were normalized using EDAseq^74^ (v2.4.1) (which = ‘full’). The GC content for TEs was generated by taking the average for all TEs. TEs were normalized at the same time as the genes. This has the effect of suppressing the magnitude of the fold-changes, however the fold-changes reported here are similar to those reported in other studies that used knockdowns^40^. Differential expression was called using DESeq2^75^, with a *P* value < 0.05 (Benjamini-Hochberg-corrected) and an absolute fold-change > 2. Gene ontology analysis was performed using goseq (v3.2.5)^77^. Other analysis was performed using glbase^78^.

The age of TEs was calculated as in^8,11^. Briefly, the average divergence between the TE repeats and the consensus (milliDiv from RepeatMasker UCSC track) was calculated for each TE type, and the Jukes-Cantor method with a substitution rate of 4.5e-9 per base per year was applied. This gave an estimate for TE age in years. The results were broadly consistent with other estimates of TE age^8,11^.

The list of 2C-related genes was generated by calculating the fold-change of 2C genes versus ESC genes, and taking the top 200 2C-associated genes. RNA-seq data was from^60^. A second approach was used to generate a 2C-associated gene signature, by taking the top 200 upregulated genes in each CM knockdown, and then measuring the fold-change of those genes in the 2C sample, relative to the ESCs.

MERVL-associated genes were defined as those genes that have a MERVL (either MERVL-int or solo-LTR MT2_Mm) within 10 kb up- or downstream of the gene body. A gene was annotated as the same orientation (same ori.) if it had a MERVL in the same strand flanking it, or in the opposite orientation (opposite ori.) if it had a MERVL element in the opposite strand, as described in^61^.

Mapping statistics and details of all the samples used in this study are contained in Supplementary Data 1.

### ChIP-seq and ATAC-seq computational analysis

ChIP-seq data for histone modifications, variant histones, DNA methylation, chromatin accessibility, and a selection of TFs and chromatin modifiers (Supplementary Data 1), were downloaded from GEO/SRA and the reads were aligned to the mouse genome (mm10) using bowtie2 (v2.2.5)^72^ with the options: -p 20—very-sensitive—end-to-end—no-unal. To analyze repetitive sequences, only the best alignment is reported for multimapped reads, if more than one equivalent best alignment was found, then one random alignment was reported. Reads mapping to mitochondrial DNA or unassigned sequences were discarded. For pair-end sequence data, only concordantly aligned pairs were kept. Alignment bam files were transformed into read coverage files (bigwig format) using deepTools^79^ with the RPKM (Reads Per Kilobase per Million mapped reads) normalization method. For analysis of TEs, coordinates and annotations of TEs were downloaded from the UCSC Genome Browser (GRCm38/mm10) version of RepeatMasker. TEs shorter than 300 bp or those TE types with less than 50 copies were deleted from the analysis. For TE enrichment analysis, as many ChIP and ATAC signals were not evenly distributed across TEs, we divided the TEs into evenly spaced 500 bp bins. The coverage signal on each bin was extracted using deeptools, and the bin with the maximum signal was used as the observed value. For the expected background value, random genomic regions of the same number as the TE type and the same size as the TE were taken, the coverage signal was measured, and the maximal bin was taken as the randomly expected background. Enrichment was calculated by taking the observed over the expected enrichment, and is expressed as log2(fold-enrichment). Quality control was performed by measuring the reads per kilobase of TE per million library sequence reads (RPKM) at all TEs, and then combining replicates where the Pearson correlation was >0.6 (Supplementary Figure 1a). Outlier samples that did not correlate closely with other ChIP-seq data samples of the same type were deleted from the analysis. The full data set of ChIP-seq experiments used in this study is detailed in Supplementary Data 1. Heatmaps and pileups were generated using deepTools^79^, motif discovery was performed using MEME^80^.

### Quantification and statistical analysis

No statistical methods were used to predetermine sample size, and experiments were not randomized. The investigators were not blinded to the allocation of experiments, nor the outcome. The number of biological replicates are described in the figure legends, or in Supplementary Data 1. Samples were considered statistically significant at *P* < 0.05, unless indicated. The statistical test used is indicated in the figure legend.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Source Data

Reporting Summary

## Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO), under accession number GSE108091. The authors declare that the data supporting the findings of this study are available within the article and its Supplementary Information files, or from the corresponding author upon reasonable request. A Reporting Summary for this Article is available as a Supplementary Information file. The Source Data underlying Figs. 1d, 3h, and Supplementary Figs 2h and 5b are provided as a Source Data file.

How the deposited data were processed for this re-analysis (not part of the article)

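RNA-seq of mouse ESCs (E14) was analysed in 72 libraries: 69 from 41 shRNA knockdowns of CMs, harvested on day 4, and 3 from the shLuc control. The libraries were mapped to knockdown and replicate by their labels and by the paper's Table S1d. The table of all samples holds 1 unused per-sample column, named for a shPhf19 replicate 3 that the labels do not list.

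The authors enriched RNA with a poly(A) tail, aligned the reads with Bowtie2 2.2.5 and estimated gene counts with RSEM against the Ensembl mouse transcriptome, and the submitters' processing notes also name bcl2fastq. They normalized the libraries with EDASeq by full quantiles and rounded the result to whole numbers. The deposited values are therefore a normalized score per gene in the authors' scale, not counts of reads, and a count test was not run on them. Full-quantile normalization gives all libraries nearly the same distribution of values, so that a value says how a gene ranks within its library, the depth behind it is unknown, and no counting interval can be given. The deposited table holds genes and no TE types, so no result on TEs is reported. The authors' second table, of means per condition, equals the mean of the replicate columns to within 3.334e-07 and was used for that check only. The table's gene symbols were matched to GENCODE M21 on GRCm38, and 17946 of 18487 (97.07%) were found; coordinates come from that annotation.

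Each knockdown was compared with all 3 shLuc libraries by limma 3.58.1 in R 4.3.3, on log2(value + 1), in a fit with a mean per condition over the 72 libraries, with the variance trend and robust empirical Bayes. The files do not tie shLuc libraries to the 2 blocks of Supplementary Data 4, so the control was the 3 libraries together. The fit has 30 residual degrees of freedom, and the 14 knockdowns with 1 library were assumed to vary like the replicated ones. The 18210 genes with a value of at least 20 in at least 2 libraries were tested, and calls needed a Benjamini-Hochberg adjusted p under 0.05 within the comparison and an absolute log2 fold change above 1, the thresholds the paper states. Fold changes are on the log2(value + 1) scale. All p-values from limma and camera are two-sided. The reported standard errors are moderated. The paper's values in its tables were at hand when the comparisons, lists and rule for named genes were fixed.

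There were 12 main comparisons (Setdb1, Ncor2, Rnf2, Kat5, Prmt5, Uhrf1, Rrp8, Hdac5, Ash2l, Brd7, Chd4 and Mcrs1) and 18 gene lists: pluripotency, post-implantation epiblast, neural ectoderm, mesoderm, endoderm, trophectoderm, germ cell, blood and immune, 2C, interferon response, p53 targets, stress response, Hox and Polycomb, imprinted, histone, CM, fibroblast and heat shock. Each list was tested by limma's camera with an inter-gene correlation of 0.01, adjusted over the lists and the main comparisons, or, where the text says so, over the 41 knockdowns for that list. With a correlation estimated from the libraries, only the 2C list in shHdac5 passed in the main comparisons. Named genes are the target, the genes the paper names, and, in each main comparison, the 10 largest rises and 10 largest falls among called genes with a mean of at least 100 in the higher group and all knockdown libraries beyond all control libraries, with the 4 largest changes of each list that passed; the text takes some of these. Genes outside that rule are said to have been named after their values were seen. Of the list members, Zscan4, Usp17l and histone genes belong to families of near-identical copies, among which RSEM divides reads, and are uncertain one by one.

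The fit was tested on simulated data, in which 100 of the 18210 genes were changed by a log2 fold of 1.5 and 100 by 3. Noise was drawn independently for each gene around its shLuc mean, and only genes with a shLuc level above 100 were changed. Correlation between genes and differences between blocks were not simulated, so the false calls do not carry over to the real libraries. For shRnf2, with 2 libraries, 85% and 97% of the changed genes were recovered, with 8 false calls among 190. For shBrd7, with 1 library, these were 65% and 92%, with 7 false calls among 164. Principal components were computed on centred log2(value + 1) of the tested genes. Alternatives set beforehand were pseudocounts of 10 and 0.1, no filter, a filter on a mean of at least 100, median-of-ratios scaling, the replicate number as a block, only the 2 groups compared, the other knockdowns of the same block as reference, limma without trend, a test against a fold of 1.2, an estimated correlation in camera, and each library left out in turn. A covariate from the residuals and the removal of genes listed at 0 were added after the data were seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.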

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

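Some choices were made only after the results were seen. These are the test of RNA without a poly(A) tail in shMcrs1 and the removal of genes listed at 0. The limit of p under 0.01 with an estimated correlation, by which the 4 lists below were picked out, is another. The judgements that the simulation of shared controls and the count of double zeros decide nothing were also made then.

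In the 12 main comparisons, 4 gene groups that the paper does not discuss by name for the knockdown stood above shLuc. Each had an unadjusted p under 0.01 from camera with an estimated correlation. On the 2C list in shRrp8, the paper says only that the 2C program was limited to shBrd7, shHdac5 and shRnf2. The germ cell list in shRnf2 had a median log2 fold change of 0.75 (adjusted p = 0.0967 in the main comparisons), 1.24 without shRnf2 replicate 2, and the Hox and Polycomb list in shRnf2 one of 2.64 (adjusted p = 0.0513). The 2C list in shRrp8 had a median of 2.67 (adjusted p = 0.198), with 0 of 33 genes past the threshold by limma over all genes, 25 when adjusted over the list alone and 27 at an unadjusted p under 0.05. Its median was 1.7 without shLuc replicate 2 and 0.35 against the other knockdowns of its block. The fibroblast list in shSetdb1 had a median of 1.36 (adjusted p = 0.138), with 1 of 24 genes raised (14 when adjusted over the list alone), and 0.73 against the other knockdowns of its block. That gene was Ctgf, a matricellular growth factor, which rose from 2465 ± 940 (SD, n = 3) to 7362 ± 367 (SD, n = 2), a log2 fold change of 1.66 (adjusted p = 0.0239 from limma, 0.132 without shLuc replicate 2, 0.304 without shSetdb1 replicate 1, 0.0932 without replicate 2 and 0.0625, at 1.07, against the other knockdowns of the block). All 4 adjusted p are from limma's camera with an estimated correlation over the lists and main comparisons, and none of them passed. Adjusted over the 41 knockdowns for each list, the Hox and Polycomb list in shRnf2 and the 2C list in shRrp8 did pass.

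In shMcrs1, the rise of 51 of 57 histone genes came with a median log2 fold change of 4.47 over snRNA, snoRNA and rRNA genes, which also lack a poly(A) tail, and this is consistent with more such RNA in the shMcrs1 libraries. A rise of histone genes beyond that of the other RNA could not be told apart from it: above the line fitted to the 70 other libraries, shMcrs1 replicate 1 lay 2.12 residual SD and replicate 2 -0.57, while another library lay as far as 2.24. The small RNA genes are mostly listed at 0 in some library, and camera gave them p = 7.85e-33, or 0.0344 with an estimated correlation. An effect of Mcrs1 itself on histone mRNA stays open and was not tested.

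The 2C list was 3.11 higher (median log2) in shSetdb1 than in shLuc. A low level of the list in shLuc replicate 2 alone is argued against, since without this library the median was still 2.1 (adjusted p = 2.41e-19 from camera). A level shared by the knockdowns of the same block could not be told apart from an effect of Setdb1: against the other knockdowns of the block the median was 0.84, between the bounds set for the test, with an adjusted p of 6.4e-06 over the 41 knockdowns. That reference holds shHdac5, shRnf2 and shBrd7, in which the median of the list was itself 3.9, 3.84 and 3.51 above shLuc. They lower the median of shSetdb1 against this reference, so the test cannot decide. No fit can separate the shLuc libraries by block, since the files do not say to which block each belongs.

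Of the 18210 tested genes, 1378 (7.57%) are listed at 0 in at least 1 library and at 200 or more in another, with a median of 30.5 libraries at 0. Their median GC content was 38.77%, against 48.92% in the other tested genes, a difference of -10.15 percentage points (93.6% of them have a GC value), which is consistent with a part played by normalization for GC content. Zeros fell in both libraries of a knockdown 12771 times, against 12130 if spread at random, a ratio of 1.05. This does not decide whether on and off states belong to a knockdown. With so many libraries at 0 per gene, a random spread already gives many double zeros, and the ratio has little room to rise. Among the 1378 genes are 233 of 556 tested olfactory and vomeronasal receptor genes (41.9%), against 6.49% of the other genes. The normalization step itself could not be repeated, because the counts before it are not analysed here.

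For shNcor2, the only knockdown with 3 libraries, the real grouping gave 93 changed genes and 2 of the 10 splits of the 6 libraries, the real one included, gave as many or more, the other with 280. With 10 splits no share under 0.05 can arise, and a split with 3 times as many calls points to a structure of these libraries other than the knockdown. Each of the 6 libraries moved the number of changed genes by more than 1.5 times when left out, from 2 without shNcor2 replicate 1 to 1901 without shLuc replicate 3.

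How many of the raised genes shared between knockdowns come from the shared shLuc libraries could not be told. The knockdowns shRnf2 and shHdac5 shared 108, shRnf2 and shSetdb1 43 (1.75 for independent lists) and shHdac5 and shSetdb1 41 (0.576). Simulated knockdowns without any effect shared 0 in all 100 draws, but they had 0.005 raised genes on average, so the 0 was set in advance and decides nothing. Against the other knockdowns of the block, a reference without any shLuc library, shRnf2 and shHdac5 shared 8 of the 14 genes raised in shHdac5. These 8 do not rest on the shLuc libraries, though both references share other libraries. Over 11 knockdowns, 1565 genes were raised in 1 and 266 in 2 or more.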

How the results depend on the processing

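The residual covariate and the removal of genes listed at 0 were chosen only after the results were seen; the other alternatives were set beforehand. No called gene among those named turned to the other direction under any setting, nor did any list for which all settings were run. The 2C list of other knockdowns did: against the other knockdowns of the block it was lower in 10 knockdowns in which it was higher than in shLuc. Named genes that were not called turned too. Against the other knockdowns of the block, Gata2 went from 0.6 to -0.21 in shHdac5 and from 0.45 to -0.38 in shBrd7, and without shLuc replicate 3 Kdm1a went from 0.31 to -0.05 in shHdac5. In shBrd7, Trim28 ran from -0.14 to 0.08 and Kdm1a from -0.31 to 0.31. Over all 41 knockdowns, the Hox and Polycomb list was higher in 20 and lower in 4, and without shLuc replicate 2 higher in 4 and lower in 11. Of the values that answer a comparison, 447 kept their side of the threshold or stayed within 1.5 times under an alternative and 147 did not, and of the values of single named genes 841 stayed and 203 did not. The fit of only the 2 groups compared ended the call of every named gene called in a knockdown with 2 or 3 libraries, except Mcrs1 and Sycp2 in shMcrs1. The numbers of changed genes move widely, above all in the fit of only the 2 groups compared, and also when a single shLuc library is left out. Scaling by median-of-ratios size factors, which ran from 0.9611 to 1.056, moved the median of all genes by at most 0.04 in shMcrs1, shChd4, shRnf2, shHdac5, shBrd7 and shSetdb1, and with no filter or with limma without the trend the counts stayed within 1.5 times and the list calls held. The depth behind the values is unknown, so no limit from depth can be given.

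With a pseudocount of 10, raised genes numbered 189 in shHdac5, 84 in shBrd7 and 160 in shSetdb1. Adjusted p was 0.0538 for the neural list in shChd4. With a pseudocount of 0.1, raised genes numbered 60 in shHdac5. Lowered genes numbered 7 in shHdac5. ShRnf2 and shHdac5 shared 51 raised genes. Adjusted p was 0.0505 for the neural list in shChd4. With genes under a mean of 100 left out, raised genes numbered 517 in shMcrs1, 332 in shChd4, 198 in shRnf2, 56 in shHdac5, 13 in shBrd7 and 51 in shSetdb1. Lowered genes numbered 749 in shMcrs1, 286 in shRnf2, 21 in shBrd7 and 9 in shSetdb1. ShRnf2 and shHdac5 shared 51 raised genes. The median was 18 over the 39 other knockdowns. Adjusted p was 0.322 for the blood and immune list and 0.544 for the neural list in shChd4. With the replicate number as a block, raised genes numbered 78 in shHdac5, 21 in shBrd7 and 57 in shSetdb1. Lowered genes numbered 781 in shRnf2, 7 in shHdac5 and 17 in shBrd7. ShRnf2 and shHdac5 shared 71 raised genes. Adjusted p was 0.101 for the neural list in shChd4. With the other knockdowns of the block as reference, raised genes numbered 1283 in shMcrs1, 1200 in shChd4, 14 in shHdac5 and 18 in shBrd7. Lowered genes numbered 212 in shRnf2, 4 in shHdac5, 19 in shBrd7 and 63 in shSetdb1. 255 genes changed in shNcor2. ShRnf2 and shHdac5 shared 8 raised genes. The median was 22 over the 39 other knockdowns. Adjusted p was 0.218 for the pluripotency list in shMcrs1. Adjusted p was 0.052 for the neural list in shChd4.

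In a test against a fold of 1.2, raised genes numbered 394 in shChd4, 180 in shRnf2, 23 in shBrd7 and 54 in shSetdb1. Lowered genes numbered 538 in shChd4, 68 in shRnf2, 4 in shHdac5, 10 in shBrd7 and 5 in shSetdb1. 0 genes changed in shNcor2. The median was 12 over the 39 other knockdowns. With this test shNcor2 had 1077 genes higher and 1409 lower at an unadjusted p under 0.05 by limma. With only the 2 groups compared, raised genes numbered 24 in shSetdb1, 0 in shRnf2, 19 in shHdac5, 5 in shChd4 and 4 in shMcrs1. Lowered genes numbered 1 in shSetdb1, 0 in shRnf2, 5 in shHdac5, 32 in shChd4 and 45 in shMcrs1. 48 genes changed in shNcor2. Adjusted p was 0.0728 for the neural list in shChd4. For shRnf2 this fit, limma with 3 residual degrees of freedom, had 755 genes higher and 929 lower at an unadjusted p under 0.05. With the first residual component as a covariate, raised genes numbered 1364 in shMcrs1, 934 in shChd4, 699 in shRnf2, 140 in shBrd7 and 148 in shSetdb1. Lowered genes numbered 1033 in shRnf2, 38 in shHdac5, 162 in shBrd7 and 49 in shSetdb1. 1339 genes changed in shNcor2. The median was 217 over the 39 other knockdowns. Adjusted p was 0.0712 for the neural list in shChd4. Without the genes listed at 0, raised genes numbered 81 in shHdac5 and 14 in shBrd7. Lowered genes numbered 930 in shMcrs1 and 20 in shBrd7. The median was 19 over the 39 other knockdowns. Adjusted p was 0.061 for the 2C list in shMcrs1. Genes at 0 in the knockdown itself were also left out, which removes lowered genes in advance. With an estimated inter-gene correlation, adjusted p was 0.522 for the histone list, 0.198 for the germ cell list, 0.708 for the 2C list, 0.95 for the pluripotency list and 0.764 for the CM list in shMcrs1. Adjusted p was 0.247 for the blood and immune list and 0.789 for the neural list in shChd4. Adjusted p was 0.138 for the 2C list, 0.0513 for the Hox and Polycomb list, 0.0967 for the germ cell list and 0.994 for the histone list in shRnf2. Adjusted p was 0.138 for the 2C list in shBrd7. Adjusted p was 0.106 for the 2C list and 0.138 for the fibroblast list in shSetdb1. Adjusted p was 0.198 for the 2C list in shRrp8. Adjusted p was 0.0631 for the pluripotency list in shKdm1a. Except for the pluripotency list in shKdm1a and the interferon lists in shEhmt1, shDzip3 and shSmyd3, the lists were adjusted over the 18 lists and 12 main comparisons, and over all of them only the 2C list in shHdac5 and the 3 interferon lists held with the estimated correlation.

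Leaving out 1 library at a time gave 423 to 1399 for the raised genes in shMcrs1, 913 to 1982 for the lowered genes in shMcrs1, 137 to 848 for the raised genes in shChd4, 404 to 1026 for the lowered genes in shChd4, 60 to 906 for the raised genes in shRnf2, 28 to 1389 for the lowered genes in shRnf2, 37 to 203 for the raised genes in shHdac5, 3 to 41 for the lowered genes in shHdac5, 18 to 99 for the raised genes in shBrd7, 18 to 57 for the lowered genes in shBrd7, 17 to 133 for the raised genes in shSetdb1, 1 to 37 for the lowered genes in shSetdb1, 2 to 1901 for the changed genes in shNcor2, 32 to 161 for the raised genes shared by shRnf2 and shHdac5, 14 to 55 for the median over the 39 other knockdowns, 0.000295 to 0.0634 for the adjusted p of the pluripotency list in shMcrs1, 4.82e-05 to 0.311 for the adjusted p of the CM list in shMcrs1 and 0.0262 to 0.17 for the adjusted p of the neural list in shChd4. Each fit without 1 of 2 libraries assumes that the remaining one varies like the other groups, and knockdowns with 1 library cannot lose one. The other lists for which all settings were run kept their calls when a library was left out, and the numbers of targets past the threshold were 29 to 33. The tallies of lists over the 41 knockdowns moved more: without shLuc replicate 1 the 2C list was lower in 6 in place of 10 and the stress response list higher in 1 in place of 7, and without shLuc replicate 2 the latter was higher in 11 and lower in 6. Calls of many single named genes were lost.

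The replicate numbers do not pair the samples: over 325 pairs of the 26 knockdowns with replicates 1 and 2, the correlation of their deviations had a median of -0.000377, from -0.384 to 0.244, and was over 0.1 in 30. The fit with the replicate block is therefore given here only, with the values above. It also calls Kdm1a lowered in shRnf2 (-1.05, adjusted p = 0.0478 from limma), which is not called with the 3 shLuc libraries in the reported fit. Some tests were not run. These are a control for each block, since the files do not tie the shLuc libraries to blocks, a surrogate variable, whose package was not used and which the residual covariate replaced, a count-based test, since the values are not counts, and all tests of TE types, which the table does not hold.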

Differences from the paper's values

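The only values that could be set beside the paper's are those of Zscan4c: in Fig. 5a, read by eye, it is about 6.5, 14 and 12 times shLuc in shBrd7, shHdac5 and shRnf2, and the ratios of the means are 6.58, 13.7 and 10.8. They depend on single libraries: without shLuc replicate 1 they are 25.5, 53.1 and 41.9, without shHdac5 replicate 2 that of shHdac5 is 9.33, and without shRnf2 replicate 1 that of shRnf2 is 5.95. The single shBrd7 library gives no SD.

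The paper states that knockdown of Setdb1 did not activate genes expressed in 2C embryos, and that the 2C program was seen only in shBrd7, shHdac5 and shRnf2. In the deposited table the fixed 2C list was higher than shLuc in 27 of the 41 knockdowns and lower in 10 by camera, and in 9, shSetdb1 among them, with an estimated correlation. In shSetdb1, 8 of the 33 genes were raised, Zscan4c among them (log2 fold change 3.59, adjusted p = 0.029 from limma). The call of Zscan4c was lost in 8 of 16 alternatives, and against the other knockdowns of its block the list's median was 0.84 and Zscan4c did not pass. Against shLuc, the 3 knockdowns the paper names have the highest medians of the 41, 3.9, 3.84 and 3.51, and shSetdb1 follows with 3.11. With the other knockdowns of the block as reference they have 1.89, 1.52 and 1.21, while shEhmt1 has 2.65 and shKdm1a 2.38. The 3 named knockdowns and shSetdb1 are in block A, where each is part of the reference of the others. ShEhmt1 and shKdm1a are in block B. The references of the 2 blocks differ, so these medians cannot be ranked against each other. Against shLuc, shEhmt1 has 1.62 and shKdm1a 1.2. The direct contrast with shSetdb1 passed for shHdac5 (adjusted p = 0.000452 from camera, but 0.802 with an estimated correlation) and not for shRnf2 or shBrd7. The paper's own list of 200 genes and the embryo data were not analysed here, so the 2 lists are not the same. The paper called changed genes with DESeq2, so its calls here and below come from another test than limma.

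In shBrd7, where the paper reports higher Zscan4c, the log2 fold change was 3.67 with an adjusted p of 0.121 from limma, and of the alternatives set before the data were examined, leaving out shLuc replicate 1 calls it (4.8, adjusted p = 0.00565).

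The paper states that only knockdown of Rnf2 raised Gata2. Gata2 was raised in shRnf2 (1.69) and also in shChd4 (2.01, adjusted p = 0.00978 from limma), and the contrasts of shRnf2 with shHdac5 and shBrd7 did not pass. Among the 3 knockdowns of Fig. 5e, shRnf2 alone passed.

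The paper states that no knockdown other than Mcrs1 and Chd4 lost pluripotency. Its evidence includes Western blots of OCT4 and NANOG in selected knockdowns, while only RNA was analysed here. Pou5f1 and Nanog passed in 0 of the 41 knockdowns, while in shKdm1a 8 of 24 pluripotency genes were lowered, among them Esrrb (-1.81, adjusted p = 0.00745 from limma, 0.0869 without shLuc replicate 3 and 0.177 without shKdm1a replicate 2) and Tfcp2l1 (-1.95, adjusted p = 0.0359), named after their values were seen. The call of Tfcp2l1 was lost without shLuc replicate 1 (0.105), shLuc replicate 3 (0.281) and shKdm1a replicate 2 (0.512).

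The paper states that chromatin-related genes rose in shMcrs1. Histone genes were raised (51 of 57), and of 84 CM genes 8, Mcrs1 itself among them, were lowered and 0 raised. Of all 18210 tested genes 1423 were lowered, a share close to that of the CM genes, and 805 raised. The paper's own terms for chromatin come from a gene ontology that was not used here.

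The paper states that the knockdown samples did not diverge from the controls in the principal components. On the first component, 32 of 69 knockdown libraries lay outside the range of the 3 shLuc libraries, which runs from -31.1 to 84.08. By chance alone, a library lies below all 3 shLuc libraries in 25% of cases and above all 3 in 25%. This count therefore does not speak against the paper's statement.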

Other observations

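The test of the paper's TE share against the first principal component and the choice of the interferon list below were made only after the results were seen.

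The interferon-stimulated genes were higher in 3 knockdowns that the paper does not discuss for this group. In the knockdown of Ehmt1 (GLP), which methylates histone H3K9, 2 of 23 genes were raised by limma (9 when adjusted over the list alone) and 12 were higher at an unadjusted p under 0.05, with a median log2 fold change of 0.88 (adjusted p = 9.5e-07 from camera over the 41 knockdowns, 0.0367 with an estimated correlation). In shDzip3 the median was 0.84 and in shSmyd3 0.71 (adjusted p = 7.32e-06 in both, 0.0367 with an estimated correlation), with 0 genes past the threshold by limma in each, 0 and 1 when adjusted over the list alone, and 7 and 5 higher and 0 lower at an unadjusted p under 0.05. Both have 1 library. The list was picked out of 18 because it passed, and the adjustment over 41 knockdowns does not count the other 17. The call held in all 3 under all settings run for them: the medians were 0.59, 0.59 and 0.42 against the other knockdowns of their block, and with 1 library left out they ran from 0.64 to 1.02, 0.71 to 0.95 and 0.7 to 0.92. In shDzip3 the target itself had a log2 fold change of only -0.4. This library also stands apart otherwise: its mean log2 value of snRNA, snoRNA and rRNA genes is the highest outside shMcrs1, 7.91, the histone list has a median of 3.3 (12 genes raised, 52 when adjusted over the list alone), and its share of reads in TEs is the highest, 6.04%. In shSmyd3 the share of reads mapped to genes was 81.81%, against 87.04% to 95.08% in shLuc. In shEhmt1 it was 93.3% in replicate 1 and 85.55% in replicate 2. For shDzip3 and shSmyd3, with 1 library each, a property of the library and an effect of the knockdown cannot be told apart.

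In the knockdown of Ash2l, a core subunit of the complexes that methylate histone H3K4, Ash2l fell from 9668 ± 2150 (SD, n = 3) to 2049 ± 318 (SD, n = 2), and 174 genes were changed. Among the largest falls was mt-Nd6, a subunit of respiratory complex I encoded by the mitochondrial genome (13552 to 14070 on its light strand), which fell from 25840 ± 14000 (SD, n = 3) to 3566 ± 788 (SD, n = 2), a log2 fold change of -2.75 (standard error 0.44, adjusted p = 0.000737 from limma). It was followed by mt-Nd3, of the same complex (9459 to 9806), with -2.04 (adjusted p = 0.022 from limma, 0.0899 without shLuc replicate 2). The call of mt-Nd3 was also lost against the other knockdowns of the block (0.0649, at -1.42). Without shAsh2l replicate 1 (at -2.05) or replicate 2 (at -2.02) it was lost too. Timm8a1, a chaperone of mitochondrial protein import encoded in the nucleus, fell by 1.88 on the log2 scale (standard error 0.29, adjusted p = 0.000491 from limma). None of the 18 lists holds mitochondrial genes as a group, and these 3 are single genes out of the 174. In the other direction Rpgrip1, a gene of photoreceptor cilia, rose from 227.3 ± 16.7 (SD, n = 3) to 905.5 ± 177 (SD, n = 2), a log2 fold change of 1.98 (adjusted p = 0.00566 from limma, 0.164 without shAsh2l replicate 1). In shNcor2, Malat1, a nuclear long noncoding RNA, was at 55700 ± 32800 (SD, n = 3) against 5844 ± 1970 (SD, n = 3), a log2 fold change of 3.14 (adjusted p = 0.0162 from limma, 0.0559 without shLuc replicate 2 and 0.0796 without shNcor2 replicate 1).

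Other lists passed in the main comparisons too, and none of them passed with an estimated correlation. The median of the 2C list was 2.51 in shPrmt5, 2.17 in shUhrf1, 1.72 in shAsh2l and 1.61 in shNcor2 (adjusted p = 0.601, 0.708, 0.764 and 0.95 with an estimated correlation). These medians were 0.21, -0.16, -0.27 and -0.62 against the other knockdowns of the block, and in shAsh2l and shNcor2 the list was then lower (adjusted p = 0.0494 and 0.00747 from camera over the 41 knockdowns). That of the histone list was 1.39 in shBrd7 (adjusted p = 1.05e-07 from camera, 0.994 with an estimated correlation) and that of the mesoderm list 1.19 in shKat5 (adjusted p = 0.0158, 0.989 with an estimated correlation). In shMcrs1, 5 of 23 p53 targets were raised (median 0.25, adjusted p = 0.0158 from camera, 0.994 with an estimated correlation) and 7 of 23 interferon genes lowered (median -0.66, adjusted p = 0.0198, 0.764 with an estimated correlation). In shSetdb1 the Hox and Polycomb list had a median of 1.07 (adjusted p = 3.28e-06, 0.764 with an estimated correlation), with 0 genes past the threshold by limma and 9 higher and 0 lower at an unadjusted p under 0.05.

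The paper's share of reads mapped to TEs, 1.16% to 6.04% per library in Table S1d, went against the first principal component of the deposited gene values. Pearson's r over the 72 libraries was -0.7 and Spearman's rho -0.78, and r was -0.78 without the 2 libraries farthest from the median. Within block A of Supplementary Data 4 (43 libraries) r was -0.92 and rho -0.94, and within block B (26) r was -0.51 (permutation p = 0.0069) and rho -0.78, with r at -0.82 without the 2 farthest. Over 26 knockdowns the difference between replicates 1 and 2 in one measure went with that in the other, with r = -0.84 and rho = -0.87. Apart from r in block B, the permutation p was 1e-05 in each of the 8 tests, the smallest that 100000 resamples can give (adjusted p = 1.1e-05). Over all libraries and within blocks, replicates of 1 knockdown were permuted as if independent, so these p may be too small. The differences between replicates hold 1 value per knockdown. Since replicates of the same knockdown differ in it, the first component is not set by the knockdown alone.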
